# RIG-I/MAVS and STING signaling promote gut integrity during irradiation- and immune-mediated tissue injury

**DOI:** 10.1126/scitranslmed.aag2513

**Published:** 2017-04-19

**Authors:** Julius C. Fischer, Michael Bscheider, Gabriel Eisenkolb, Chia-Ching Lin, Alexander Wintges, Vera Otten, Caroline A. Lindemans, Simon Heidegger, Martina Rudelius, Sébastien Monette, Kori A. Porosnicu Rodriguez, Marco Calafiore, Sophie Liebermann, Chen Liu, Stefan Lienenklaus, Siegfried Weiss, Ulrich Kalinke, Jürgen Ruland, Christian Peschel, Yusuke Shono, Melissa Docampo, Enrico Velardi, Robert R. Jenq, Alan M. Hanash, Jarrod A. Dudakov, Tobias Haas, Marcel R. M. van den Brink, Hendrik Poeck

## Abstract

The molecular pathways that regulate the tissue repair function of type I interferon (IFN-I) during acute tissue damage are poorly understood. We describe a protective role for IFN-I and the RIG-I/MAVS signaling pathway during acute tissue damage in mice. Mice lacking mitochondrial antiviral-signaling protein (MAVS) were more sensitive to total body irradiation– and chemotherapy-induced intestinal barrier damage. These mice developed worse graft-versus-host disease (GVHD) in a preclinical model of allogeneic hematopoietic stem cell transplantation (allo-HSCT) than did wild-type mice. This phenotype was not associated with changes in the intestinal microbiota but was associated with reduced gut epithelial integrity. Conversely, targeted activation of the RIG-I pathway during tissue injury promoted gut barrier integrity and reduced GVHD. Recombinant IFN-I or IFN-I expression induced by RIG-I promoted growth of intestinal organoids in vitro and production of the antimicrobial peptide regenerating islet–derived protein 3 γ (RegIIIγ). Our findings were not confined to RIG-I/MAVS signaling because targeted engagement of the STING (stimulator of interferon genes) pathway also protected gut barrier function and reduced GVHD. Consistent with this, STING-deficient mice suffered worse GVHD after allo-HSCT than did wild-type mice. Overall, our data suggest that activation of either RIG-I/MAVS or STING pathways during acute intestinal tissue injury in mice resulted in IFN-I signaling that maintained gut epithelial barrier integrity and reduced GVHD severity. Targeting these pathways may help to prevent acute intestinal injury and GVHD during allogeneic transplantation.

## Introduction

RIG-I belongs to the pattern recognition family of cytoplasmic RIG-I–like receptors. Its primary function is to detect double-stranded 5′-triphosphate RNA (3pRNA) during viral or bacterial infection (1–3). In contrast, the cytosolic DNA receptor cyclic guanosine monophosphate–adenosine monophosphate (cGAMP) synthase (cGAS) and its adapter protein STING (stimulator of interferon genes; TMEM173) recognize DNA in various contexts, for example, microbial DNA or nuclear DNA released into the cytosol by necrotic cells (4). Upon binding of ligand, RIG-I recruits the adaptor mitochondrial antiviral-signaling protein (MAVS) to induce proinflammatory cytokines, type I interferons (IFN-Is), and inflammasome activation (1, 5–8), orchestrating a diverse innate and adaptive immune response. cGAS binds to double-stranded DNA (dsDNA) and catalyzes the formation of cyclic dinucleotides. The latter can form cGAMP that activates STING to trigger innate immune gene transcription and IFN-I production (4). Whereas the role of IFN-I in initiating host defense against pathogens is well established, recent work highlights the regenerative function of this cytokine family, particularly at epithelial surfaces. IFN-I produced by plasmacytoid dendritic cells (pDCs) promotes skin repair upon mechanical barrier disruption (9) and increases intestinal epithelial turnover and repair of chemically damaged tissue. The effects of IFN-I on gut epithelial turnover have been attributed to both macrophage-dependent mechanisms (10) and Toll-like receptor stimulation of pDCs (11). However, the role of cytosolic nucleic acid sensors in this context is poorly understood. Similarly, the involvement of IFN-I in the repair of acute tissue damage by genotoxic insults has not been addressed. Unlike chemical injury of intestinal mucosa, irradiation- or chemotherapy-induced intestinal barrier dysfunction is a problem clinically.

Mucosal barriers like the intestinal epithelial cell (IEC) layer protect sterile microenvironments from physical, chemical, and microbial challenge. Epithelial integrity depends on constant and inducible IEC renewal by pluripotent intestinal stem cells (ISCs), which reside in the stem cell niche at the base of each intestinal crypt (12). Genotoxic stress by total body irradiation (TBI) or chemotherapy affects ISC and results in damage to the intestinal epithelium, ultimately causing translocation of microbes to sterile compartments and subsequent immune activation (13). During allogeneic hematopoietic stem cell transplantation (allo-HSCT), alteration of intestinal barrier function by chemotherapy or TBI administered before transplant has detrimental consequences: “Misplaced” bacterial components together with endogenous danger signals released during epithelial cell death are sensed by pattern recognition receptors on antigen-presenting cells, which then produce proinflammatory cytokines and prime donor–derived T cells (13). These alloreactive T cells attack and destroy host tissues, primarily the gastrointestinal tract, liver, and skin, causing morbidity and mortality in a process called acute graft-versus-host disease (GVHD). GVHD is the leading complication after allo-HSCT and occurs in as many as 50% of transplant recipients.

Thus, investigating molecular mechanisms that promote intestinal epithelial integrity and repair during tissue injury is fundamental to the development of new approaches to prevent treatment-associated inflammation and GVHD. The RIG-I/MAVS and STING signaling pathways are important regulators of IFN-I production, and IFN-I can initiate epithelial repair. Thus, we hypothesized that activation of these pathways during pretransplant bone marrow (BM) ablative therapy in mice and during allo-HSCT may protect epithelial integrity and could be exploited to promote intestinal barrier function and prevent GVHD.

## Results

### Endogenous RIG-I/MAVS signaling reduces intestinal tissue damage induced by conditioning therapy and attenuates GVHD in mice

We first assessed genotoxic tissue damage and regeneration in wild-type (WT) mice and mice genetically deficient in MAVS (*Mavs*^−/−^). Mice were exposed to lethal TBI, which caused damage to dividing cells and induced loss of intestinal epithelial barrier function (14, 15). Compared to *Mavs*^+/+^ littermates, *Mavs*^−/−^ mice exhibited worse mucosal damage in the small intestine with increased crypt apoptosis, villus atrophy, crypt abscesses, and granulocytic infiltrates (Fig. 1, A and B). Neutrophil influx into the gut mucosa, a surrogate marker for intestinal integrity (16), was higher in *Mavs*^−/−^ compared to *Mavs*^+/+^ littermates after TBI (Fig. 1C) or chemotherapy with doxorubicin (fig. S1A) (17). Consequently, in an acute GVHD model, where conditioning-associated intestinal damage is crucial for subsequent allogeneic T cell–mediated pathology, we observed that *Mavs*^−/−^ recipients of allogeneic donor BM and T cells had increased mortality compared to *Mavs*^+/+^ littermates (Fig. 1D). In addition, Mavs^−/−^ allo-HSCT recipients exhibited greater weight loss (Fig. 1E and fig. S1, B and C) and reduced intestinal barrier integrity as measured by translocation of intraluminal fluorescein isothiocyanate (FITC)–dextran into the systemic circulation on day 7 after allogeneic transplantation (Fig. 1F and fig. S1D). Rig-I^−/−^ (*Ddx58*^−/−^) allo-HSCT recipients of donor BM and T cells also displayed increased mortality and weight loss compared to Rig-I^+/−^ littermates (Fig. 1G and fig. S1E). We observed a nonsignificant trend toward higher mortality and more weight loss of Rig-I^−/−^ recipients of allogeneic donor BM (Fig. 1G and fig. S1E).

### MAVS signaling in nonhematopoietic cells maintains intestinal barrier function and attenuates GVHD in mice

Given that the RIG-I/MAVS pathway senses bacterial RNA (18), one hypothesis to explain our findings is that there may be mouse strain–specific differences in the intestinal bacterial microbiota. We could not detect differences between the intestinal bacterial composition of co-housed *Mavs*^−/−^ and *Mavs*^+/+^ littermates as assessed by 16S ribosomal RNA (rRNA) sequencing (Fig. 2A). To define the effects of RIG-I/MAVS deficiency in a compartment-specific manner, we generated BM chimeras with either a MAVS-deficient or MAVS-sufficient hematopoietic system or non-hematopoietic system, respectively. This approach yielded donor chimerism of >99% among intestinal myeloid cells (fig. S2A). BM chimeras with MAVS deleted in the nonhematopoietic system (MAVS^+/+^ BM transplanted into *Mavs*^−/−^ recipients) showed higher mortality after allo-HSCT (Fig. 2B) and more intestinal pathology in the small intestine (Fig. 2C) compared to WT recipients of WT BM (MAVS^+/+^ BM transplanted into *Mavs*^+/+^ recipients) or WT recipients with MAVS deleted in the hematopoietic system (MAVS^−/−^ BM transplanted into *Mavs*^+/+^ recipients). We next analyzed gene expression of integrin β_6_ (*Itgb6*) in small intestine RNA isolates as an indicator of epithelial cell integrity after damage (19, 20) and of the antimicrobial peptide RegIIIγ, which is produced by Paneth cells and protects the inner mucus layer from bacterial colonization (21). Both Itgb6 and RegIIIg gene expressions were reduced in *Mavs*^−/−^ allo-HSCT recipients compared to *Mavs*^+/+^ littermates (Fig. 2D). Because reduced gut epithelial barrier function may promote allogeneic T cell reactivity, we next analyzed donor-derived CD4 and CD8 T cell expansion and IFN-γ production of *Mavs*^+/+^ versus *Mavs*^−/−^ allo-HSCT recipient mice. We observed increased T cell proliferation in the spleen of *Mavs*^−/−^ recipients early after allo-HSCT (day 4 after transplant) but similar T cell effector function at later time points in the small intestine (day 8 after transplant) (fig. S2, B and C).

### RIG-I/MAVS pathway activation protects mice from intestinal tissue damage after conditioning therapy

We observed that a single dose of intravenous 3pRNA, a RIG-I agonist, 1 day before allo-HSCT reduced mortality (Fig. 3A), weight loss (Fig. 3B and fig. S3A), and damage to the small intestine compared to control WT recipients who did not receive 3pRNA (Fig. 3C and fig. S3B). It was critical that RIG-I agonists were administered before (day −1) or at the same time as allo-HSCT (day 0), given that administration after allo-HSCT (day +1) failed to achieve a benefit (Fig. 3D and fig. S3C). Non-triphosphorylated RNA that does not activate RIG-I (22) did not reduce weight loss or improve survival (fig. S3D). This suggested that activation of the RIG-I/MAVS pathway protects from intestinal damage. Administration of 3pRNA (day −1) led to decreased gut mucosal permeability as measured by FITC-dextran translocation (Fig. 3E) and to enhanced intestinal expression of RegIIIγ in the small intestine after allo-HSCT (Fig. 3F). Similarly, pretreatment with 3pRNA lowered systemic bacteremia after allo-HSCT (Fig. 3G) and reduced neutrophil infiltration after TBI (Fig. 3H) but did not result in altered production of the proinflammatory cytokines interleukin-6 (IL-6) and tumor necrosis factor–α compared to TBI alone (fig. S3E). 3pRNA treatment before barrier-disrupting chemotherapy with doxorubicin also reduced neutrophil infiltration and decreased weight loss and translocation of FITC-dextran (Fig. 3, I to K, and fig. S3F). Consistent with the concept that avoiding breaching the epithelial barrier could prevent GVHD, 3pRNA pretreatment reduced allogeneic T cell activation in the spleen and intestine of allo-HSCT recipient WT mice (fig. S3, G and H). Decreased allogeneic T cell activity and GVHD may be accompanied by a reduction in the beneficial graft-versus-leukemia (GVL) response. However, application of 3pRNA on day -1 before allo-HSCT along with A20-Luc–transduced lymphoma cells did not diminish GVL activity against the latter compared to control allo-HSCT recipient WT mice who did not receive 3pRNA (fig. S3, I and J).

### RIG-I–induced type I IFN signaling mediates intestinal tissue protection and prevents GVHD in mice

We next analyzed the role of IFN-I in intestinal tissue protection and prevention of GVHD. Systemic application of 3pRNA led to a rapid increase in IFN-α and IFN-β in the serum (fig. S4A), enhanced IFN-β luciferase reporter activity in the intestine of IFN-β luciferase reporter mice (fig. S4B) (22), and increased expression of IFN-induced genes, including RIG-I (*Ddx58*) and *Mx1*, in IECs isolated from the small intestine (fig. S4C). 

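Small intestine was collected from 9 BALB/c mice, an inbred strain, 12 h after total body irradiation (TBI) at 9 Gy, and its poly(A) RNA was sequenced. There were 3 mice in each of 3 groups. The TBI group was irradiated only. The 3pRNA + TBI group received 3pRNA, a triphosphate RNA that activates RIG-I, 1 day before irradiation. The 3pRNA + anti-IFNAR1 + TBI group also received a blocking antibody against the IFN-α/β receptor 2 days before irradiation. These times are those of the supplement, and the sample labels give them as 24 h for 3pRNA and 48 h for the antibody. The general doses in the paper are 25 μg of 3pRNA and 500 μg of the antibody. For these mice the supplement writes the antibody as one against IFN-α1. Elsewhere it names the clone it gives for mouse treatment as an antibody against the receptor, as the main text does. No group with the carrier of 3pRNA alone, a control antibody or the blocking antibody without 3pRNA is described. Effects of the carrier or of the antibody itself thus cannot be told apart from those of 3pRNA and of its blockade.
The authors aligned the reads with STAR, counted them per gene with HTSeq and divided the counts of each library by its DESeq size factor. The values used here are these scaled counts, to which the authors had added 1, so 1 was subtracted first. Each of the resulting values was then a whole multiple, within a tolerance of 0.02, of what 1 read was worth in its library. Counted in these steps, the TBI libraries held 16322856, 7571441 and 10022366 reads in genes. The 3pRNA + TBI libraries held 12751896, 19946586 and 9526537 reads, and the 3pRNA + anti-IFNAR1 + TBI libraries held 9393195, 11110223 and 6487053 reads. All 9 libraries entered 1 fit of limma with a variance trend on log2(scaled count + 1), over the 14199 genes with a mean scaled count of at least 10. Each log2 change is on that scale, which understates the change of genes with low counts. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. Gene lists were tested with camera and fry. Scaling the libraries to equal totals in place of the DESeq size factors would shift the log2 change of the median gene between 3pRNA + TBI and TBI from -0.024 to 0.090, the TBI libraries having higher totals of scaled counts on average.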

We then performed RNA sequencing with tissue samples from the small intestine of WT mice that received TBI before 3pRNA treatment and antibody-mediated blockade of the IFN-α/β receptor (IFNAR) (fig. S4D). 3pRNA treatment before TBI resulted in increased expression of IFN-inducible genes in the small intestine. 

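3pRNA given before TBI raised the antiviral interferon genes of the small intestine. Of 56 interferon-stimulated genes, 39 were higher in 3pRNA + TBI than in TBI and none was lower (52 higher when adjusted over the list alone), with a median log2 change of 1.38. Bst2, which encodes tetherin and holds budding viruses at the cell surface, rose from a scaled count of 277 ± 81.7 (SD, n = 3) to 1637 ± 213 (SD, n = 3), a log2 change of 2.59 (standard error 0.24, adjusted p = 5.9e-04 from limma). Ly6e rose from 2211 ± 239.5 to 7813 ± 705, and Ifitm3, which restricts virus entry, from 717 ± 161 to 2440.4 ± 263. Ddx58, the gene of RIG-I itself, rose from 897 ± 36.8 to 1635 ± 112, a log2 change of 0.86 (standard error 0.19, adjusted p = 0.031 from limma), and Mx1, an antiviral GTPase, from 119 ± 21.7 to 421 ± 128. Each 3pRNA + TBI library lay above each TBI library in the mean over the list (two-sided exact permutation test, p = 0.10, the smallest that 3 mice against 3 allow).
Of 22 interferon-γ-associated genes, 8 were higher and 3 were lower (13 and 4 when adjusted over the list alone). The list had an adjusted p = 0.0012 from camera and an adjusted p = 0.46 with an estimated correlation. The guanylate-binding protein gene Gbp3 had a log2 change of 2.25 (standard error 0.20), while Irf1, a transcription factor, fell from 3116 ± 375 to 1901 ± 152 and Ido1, which breaks down tryptophan, from 580.0 ± 73.9 to 277 ± 12.3. Among 15 genes of MHC class I and antigen processing, H2-K1, H2-T23 and H2-D1 were higher and none was lower (4 higher when adjusted over the list alone). Of 8 MHC class II genes, 6 were lower and none was higher (7 lower when adjusted over the list alone), among them Cd74, the invariant chain, from 20501 ± 1419 to 13328 ± 2376, and Ciita, the transactivator of the class II genes, from 492 ± 136 to 233 ± 54.5. The class II list had an adjusted p = 7.3e-05 from camera and an adjusted p = 0.36 with an estimated correlation, and the class I list 5.3e-04 and 0.43. Counts of H2 genes depend on how BALB/c reads align to the alleles of the reference. Apod, a lipocalin, had the smallest p of the genes tested, with 8.93 ± 1.10 in TBI and 310.1 ± 49.9 in 3pRNA + TBI. Among the genes that fell were Nt5e, which forms adenosine, at a log2 change of -1.70 (standard error 0.22), Slc28a2, a nucleoside transporter, at -1.39 (standard error 0.13), and Ada, adenosine deaminase, at -1.32 (standard error 0.14).

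**Figure D1:**
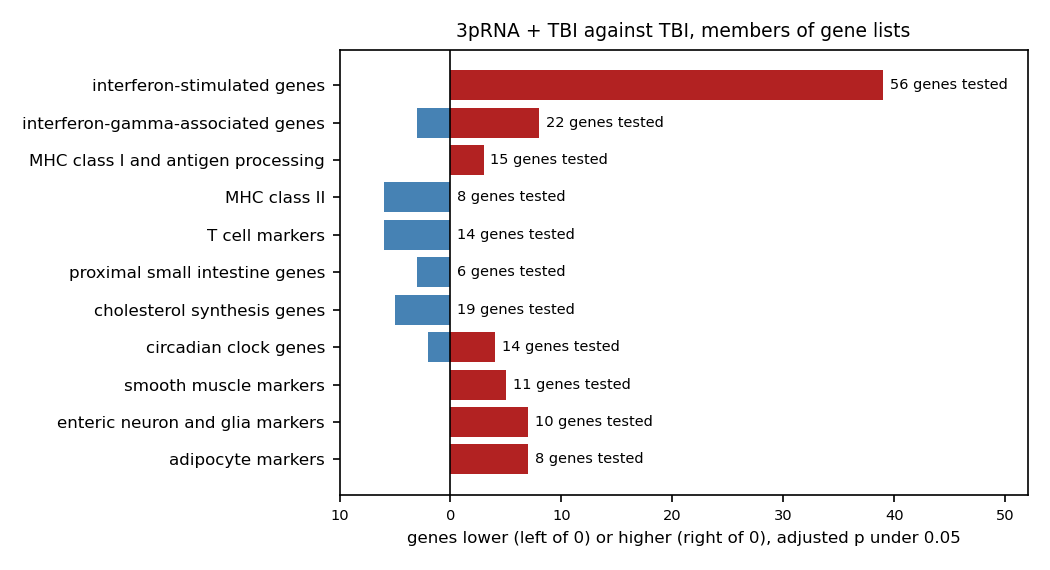
Number of genes of 11 gene lists that were higher (right of 0) or lower (left of 0) in 3pRNA + TBI than in TBI at an adjusted p under 0.05 from limma, with the number of genes tested beside each bar. The interferon-stimulated list had the most higher genes, 39 of 56, and the MHC class II and T cell lists held 6 and 6 lower genes.

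Over all genes, 494 were higher and 300 were lower in 3pRNA + TBI, and with libraries scaled to equal totals 809 and 175. Without 3pRNA + TBI replicate 2 the balance was the other way, with 365 higher and 555 lower. Markers of outer gut wall and fat moved with the same comparison. Of 11 smooth muscle markers 5 were higher in 3pRNA + TBI, of 10 enteric neuron and glia markers 7, and of 8 adipocyte markers 7 (11, 8 and 7 when adjusted over the list alone), and none was lower. With an estimated correlation the adjusted p of these lists from camera was 0.37, 0.36 and 0.36. The smooth muscle list mean was 7.72 and 7.73 in TBI replicates 1 and 3, and at least 9.63 in the other 7 libraries. Without these 2 libraries, left out after seeing the data, the TBI arm is 1 mouse, taken to vary like the mice of the other groups, so that fewer calls are expected from its size alone; 104 genes changed, and 15 interferon-stimulated genes were higher, with a median log2 change of 1.52. The interferon-stimulated list passed camera with a preset correlation of 0.01 (adjusted p = 5.8e-38) and fry (adjusted p = 0.025), but not camera with an estimated correlation (adjusted p = 0.28), with which no list passed. The heat map of Fig. S4D had been seen when the list was written, and 38 of its genes are in the authors' deposited tables of changed genes, so its direction is not independent evidence. The count of changed genes fell to 140 and 174 without 3pRNA + TBI replicate 1 or 3 and to 182 and 229 without TBI replicate 1 or 3.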

Blockade of IFNAR signaling abrogated 3pRNA-mediated up-regulation of IFN-induced genes, demonstrating that RIG-I–induced gene regulation depends on IFN-I. Upon temporary blockade of IFNAR signaling directly before 3pRNA treatment, RIG-I agonists failed to improve overall mouse survival and early weight loss after allo-HSCT (Fig. 4A). This indicated that RIG-I agonists required IFN-I signaling to be protective. 

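Antibody blockade of IFNAR before 3pRNA left the interferon-stimulated genes far below their level in 3pRNA + TBI. Of the 56 listed genes, 51 were lower in 3pRNA + anti-IFNAR1 + TBI than in 3pRNA + TBI and none was higher (56 lower when adjusted over the list alone), and the median log2 change was -1.81. Ifi44, an interferon-induced gene, had the largest fall of the genes called, from a scaled count of 1367 ± 122 (SD, n = 3) to 11.8 ± 10.1 (SD, n = 3), a log2 change of -7.20 (standard error 0.61, adjusted p = 1.5e-04 from limma). Ifi27l2a fell from 891 ± 75.3 to 42.0 ± 11.9, Ly6a from 3183 ± 471 to 192 ± 40.7, and Cxcl10, a chemokine that draws activated T cells, from 267 ± 224 to 11.0 ± 0.913. Mx1 stood at 80.1 ± 27.5 and Ddx58 at 778 ± 291 under blockade, log2 changes of -2.38 (standard error 0.27) and -1.13 (standard error 0.19).
The fall extended to 15 of 22 interferon-γ-associated genes (17 when adjusted over the list alone, which also gave 2 higher), among them the GTPase gene Irgm1 with 1883 ± 129 in 3pRNA + TBI and 646 ± 157 under blockade. It also took in 9 of 15 genes of MHC class I and antigen processing (13 when adjusted over the list alone), among them the peptide transporter gene Tap1 and the immunoproteasome gene Psmb8. Both lists passed camera with the preset correlation and fry (adjusted p = 0.0095 from fry for each). With an estimated correlation camera gave both an adjusted p = 0.22. Genes that blockade raised included Slc28a2, from 940.1 ± 140.2 to 2215 ± 135, Ada, from 2386 ± 260.1 to 4963 ± 891, and Nt5e, from 474 ± 144 to 1068 ± 72.1. Over all genes 174 were lower and 27 were higher under blockade. No smooth muscle marker of 11 and no adipocyte marker of 8 passed the test between these 2 groups, and the adipocyte median was -1.97 (adjusted p = 0.0025 from camera, and adjusted p = 0.51 with an estimated correlation), with blockade replicate 2 at a list mean of 2.13 and the 3pRNA + TBI libraries at 6.54 to 7.82. Between blockade and TBI none was called either, but the medians of the smooth muscle, enteric neuron and glia, and adipocyte lists were 1.78, 1.70 and 3.16, with 10 of 11, 7 of 10 and 7 of 8 genes higher when adjusted over the list alone (adjusted p = 0.34, 0.34 and 0.37 from camera with an estimated correlation).
Against TBI alone, no gene passed limma in the 3pRNA + anti-IFNAR1 + TBI group, with 1753 genes at an unadjusted p under 0.05 and 25 genes in the authors' deposited table of this comparison. The interferon-stimulated list had a median log2 change of -0.34 against TBI, with no gene called (14 lower when adjusted over the list alone). It passed camera with the preset correlation (adjusted p = 1.5e-14), but not camera with an estimated correlation (adjusted p = 0.44), and fry gave an adjusted p = 0.27. With the smooth muscle or the adipocyte list mean as a covariate, chosen after seeing the data, that median was -0.057 and 0.048. Within the groups the smooth muscle covariate mainly set TBI replicate 2 apart (9.87, against 7.72 and 7.73). The adipocyte covariate mainly set blockade replicate 2 apart (2.13, against 7.67 and 5.58 in replicates 1 and 3). Each median with a covariate thus rests largely on 1 library and cannot tell whether tissue make-up accounts for the -0.34. Without a covariate and with each library left out in turn, the median lay between -0.64, without blockade replicate 2, and -0.25, without blockade replicate 3. The interferon-γ-associated list had a median of -0.75 against TBI, with no gene called and 16 of 22 lower when adjusted over the list alone (adjusted p = 0.039 from fry, and adjusted p = 0.26 from camera with an estimated correlation), and of 15 genes of MHC class I and antigen processing 10 were lower when adjusted over the list alone (adjusted p = 0.060 and 0.28 from the same tests). Ifi44 stood at 80.9 ± 34.2 in TBI and Ifi27l2a at 185 ± 81.3, above their means under blockade, with adjusted p = 0.19 and 0.11 from limma. Blockade replicate 2 had 1114 scaled counts of Ddx58, where replicates 1 and 3 had 614 and 606.

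**Figure D2:**
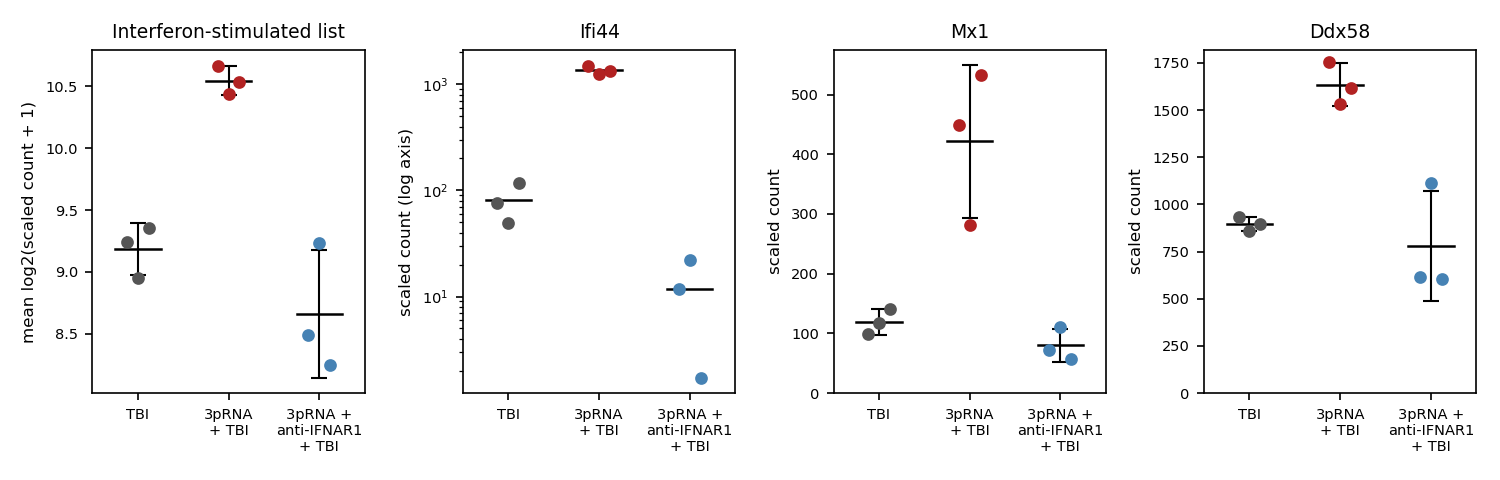
Each point is 1 mouse, in the TBI, 3pRNA + TBI and 3pRNA + anti-IFNAR1 + TBI groups, and horizontal lines are group means. The first panel gives the mean log2(scaled count + 1) over the 56 interferon-stimulated genes, and the others the scaled counts of Ifi44 (log axis), Mx1 and Ddx58; vertical bars, where drawn, are 1 SD. In each panel the 3 mice of the 3pRNA + TBI group lie above the 6 others.

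In the list tests between blockade and 3pRNA + TBI, the interferon-stimulated list passed camera with the preset correlation (adjusted p = 7.7e-89) and fry (adjusted p = 0.0095), but not camera with an estimated correlation (adjusted p = 0.22). Without TBI replicate 2, 355 genes passed between the blockade and TBI groups, and without blockade replicate 2, 9; without 3pRNA + TBI replicate 1 or blockade replicate 1 or 3, the genes changed by blockade fell from 201 to 89, 108 and 128. From the loss of the 3pRNA-mediated up-regulation of IFN-induced genes under blockade, the paper concludes that gene regulation by RIG-I depends on IFN-I.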

In line with our findings with 3pRNA (Fig. 3, B and D, and fig. S3C), the induction of IFN-I was only effective before TBI-induced damage. Blocking IFNAR 48 hours before tissue damage abrogated the effects of 3pRNA, whereas blockade of IFNAR 24 hours after damage did not (Fig. 4B and fig. S4E). Consistent with these results, blockade of IFN-I signaling 2 days before TBI-induced damage abrogated the 3pRNA-induced increase in barrier function (Fig. 4C) and the increase in *RegIII*γ and *Itgb6* expression during GVHD (Fig. 4, D and E), and reversed the inhibition of neutrophil influx into the gut mucosa after TBI-induced intestinal damage in WT mice (Fig. 4F). Notably, recipient-derived IL-22 has been shown to protect against tissue damage caused by conditioning therapy and GVHD (23, 24) by protecting intestinal epithelial integrity. However, 3pRNA was effective in reducing GVHD and weight loss in *IL-22*^−/−^ allo-HSCT recipient mice (Fig. 4G). This suggested that IFN-I, but not IL-22, may be the mediator of RIG-I–induced protection.

### RIG-I–induced type I IFN signaling in nonhematopoietic cells promotes proliferation of the ISC compartment

The observed increase in gut barrier function and increased IFN-β production in the intestine after 3pRNA administration (fig. S4B) suggested a prominent role for the nonhematopoietic system including IECs as IFN-I targets in vivo. We therefore generated BM chimeric mice with either an IFNAR1 (IFN-α/β receptor α-chain)–deficient hematopoietic compartment or an IFNAR1-deficient nonhematopoietic compartment and used them as allo-HSCT recipients with or without previous 3pRNA treatment. Mice with IFNAR1 deficiency in the nonhematopoietic system developed more severe GVHD than did those with IFNAR1 deficiency in the hematopoietic system (fig. S5A). There was a nonstatistically significant trend toward improved survival after RIG-I agonist treatment in allo-HSCT recipients with an IFNAR1-deficient hematopoietic system but not in allo-HSCT recipients with an IFNAR1-deficient nonhematopoietic system (fig. S5A). Although these data may suggest a prominent role for IFNAR1, in the nonhematopoietic system, the origin and target of IFNs produced in vivo remain unclear. DCs are a main hematopoietic target population of IFN-I activity in vivo (25), which prompted us to analyze the effects of 3pRNA on the course of GVHD in mice in which CD11c^+^ DCs did not express IFNAR1. We found more early weight loss during GVHD in *CD11cCre Ifnar1^fl/fl^* mice, compared to cohoused *Ifnar1^fl/fl^* mice (Fig. 5A), whereas overall survival was not significantly different (fig. S5B). However, 3pRNA-mediated prevention of early weight loss was unchanged (Fig. 5A), confirming a predominant role of the nonhematopoietic system in mediating the effects of IFN-I. We thus postulated that prophylactic RIG-I−triggered protection from tissue injury could be mediated by IFN signaling in IECs. To assess the direct impact of RIG-I signaling and IFN-I on IECs, we used an ex vivo organoid system composed of mouse primary small intestine crypts (26). Each of these epithelial “mini-guts” contained a functional ISC compartment that consisted of LGR5^+^ ISCs and supportive niche cells (Paneth cells) (26). Crypts cultured ex vivo grew into organoids with crypt buds that recapitulated the in vivo intestinal organization including crypt villus structures and central lumen markers (27). Fewer epithelial organoids were derived from *Ifnar1*^−/−^ compared to *Ifnar1*^+/+^ mice, suggesting a crucial role for type I IFN signaling in epithelial regeneration (Fig. 5B). Although ex vivo stimulation with 3pRNA did not increase the number of intestinal organoids (Fig. 5B), it did increase organoid size (Fig. 5, C and D, and fig. S5C), suggesting that RIG-I activation stimulated the ISC compartment, resulting in epithelial tissue regeneration.

Similar to our in vivo findings demonstrating that 3pRNA-induced augmentation of gut barrier function was mediated by IFNAR signaling (Fig. 4, C to F), organoid growth after ex vivo 3pRNA stimulation was dependent on IFN-I produced via MAVS (fig. S5D). IFNAR blockade abrogated 3pRNA-mediated increase in organoid size (Fig. 5D and fig. S5C), whereas addition of recombinant IFN-β increased organoid size (Fig. 5E and fig. S5E). Neither recombinant IFN-β nor IFNAR blockade could influence the number of organoids (fig. S5, F and G). Yet, 3pRNA stimulation of organoid-forming crypts ex vivo also induced IFN-I–dependent RegIIIγ expression (Fig. 5F), consistent with our in vivo findings (Fig. 4D). Unlike the case with *IFNAR*^−/−^ organoids, we could not detect an inherent difference in organoid formation between small intestine crypts isolated from *Mavs*^+/+^ or *Mavs*^−/−^ littermates (fig. S6A). Furthermore, no differences in Paneth cell numbers between *Mavs*^+/+^ and *Mavs*^−/−^ littermates could be detected (fig. S6B), suggesting that MAVS signaling in the intestine may not be required for mediating gut homeostasis in the steady state but is required for the induction of epithelial regeneration after tissue damage. We found that the Paneth cell–derived antimicrobial peptide Lysozyme P and the ISC marker Lgr5 were both reduced in *Mavs*^−/−^ mice compared to *Mavs*^+/+^ litter-mates after allo-HSCT (Fig. 6A). We found elevated numbers of Paneth cells in allo-HSCT recipients pretreated with 3pRNA on day −1 (Fig. 6B) and elevated gene expression of Lysozyme P and the ISC marker Lgr5 (Fig. 6C). Congruent with a lack of benefit for GVHD, we found that delaying 3pRNA treatment until day +1 after allo-HSCT did not protect ISCs and Paneth cells. *Lysozyme P* and *Lgr5* expression was reduced in mice that received 3pRNA on day +1 after allo-HSCT (Fig. 6D). We also observed that *Lysozyme P* and *Lgr5* expression was reduced in mice 24 hours after TBI, suggesting that the lack of efficacy of 3pRNA after allo-HSCT could at least in part be due to fewer target cells in the intestinal epithelium (fig. S6C).

To determine the impact of endogenous RIG-I/MAVS signaling on intestinal regeneration during ongoing GVHD, we next analyzed the capacity to form intestinal organoids ex vivo in *Mavs*^+/+^ compared to *Mavs*^−/−^ allo-HSCT recipients. Strikingly, fewer organoids could be retrieved from *Mavs*^−/−^ allo-HSCT recipients than from *Mavs*^+/+^ litter-mates (Fig. 6E). We also found that in vivo 3pRNA treatment before (day −1) allo-HSCT induced more organoid growth compared to untreated WT recipients. This effect was absent in *Mavs*^−/−^ allo-HSCT recipients (Fig. 6E), demonstrating that 3pRNA engages the RIG-I/MAVS pathway in vivo to exert its protective function.

### STING signaling protects allo-HSCT recipients from GVHD and regulates intestinal organoid growth

Considering the protective role of RIG-I/MAVS against genotoxic tissue damage, we wondered whether other IFN-I–inducing cytosolic nucleic acid sensors would have similar effects. We therefore transplanted STING Goldenticket (*Sting^gt/gt^*) mice with allogeneic BM and T cells. Similar to our observation in *Mavs*^−/−^ mice, we found that *Sting^gt/gt^* allo-HSCT recipients showed increased mortality compared to cohoused WT mice (Fig. 7A). The composition of the gut microbiota was comparable between cohoused WT and *Sting^gt/gt^* mice (Fig. 7B). In parallel with our 3pRNA results, we found that allo-HSCT recipients treated with IFN-stimulatory DNA on day −1 showed reduced mortality (Fig. 7C) and weight loss (Fig. 7D). Administration of IFN-stimulatory DNA induced production of IFN-α and IFN-β in serum and, like 3pRNA, did not change TBI-induced production of proinflammatory cytokines (fig. S7, A and B). Administration of IFN-stimulatory DNA also reduced translocation of FITC-dextran across the mouse gut epithelia. This effect could be reproduced after injection of calf thymus DNA, which, in contrast to IFN-stimulatory DNA, contained CpG motifs (28) and induced IFN-I via the STING pathway (Fig. 7E) (29). Finally, STING signaling and stimulation of organoids with IFN-stimulatory DNA contributed to growth of intestinal organoids in vitro and *RegIII*γ expression in an IFN-I–dependent manner (Fig. 7, F to H).

Given that pretransplant conditioning with either TBI or chemotherapy leads to accumulation of aberrant self-DNA found in apoptotic bodies, the extracellular space, and cytosol resulting in IFN-I production (30), we hypothesized that the STING pathway might mediate protection through detection of endogenous DNA. We observed increased dsDNA in the plasma of mice undergoing TBI compared to untreated mice (Fig. 7I). We next used the luciferase reporter mouse system to analyze IFN-β production in the intestine 24 hours after TBI. In comparison to untreated mice, TBI induced IFN-I signaling in the small intestine (fig. S7C).

We did not succeed in detecting endogenous RNA in mouse plasma. If endogenous RNA was released into the extracellular space upon damage, then we presumed it was rapidly degraded. Given that commensal microbiota including bacteria in the gut could potentially deliver endogenous ligands required for activation of RIG-I (18), we tested whether RNA isolated from mouse feces could induce RIG-I–dependent IFN-I signaling in IECs. Feces-derived RNA induced a RIG-I–dependent IFN-I response in MODE-K cells, a murine IEC line with morphological and phenotypic characteristics of normal enterocytes (31), arguing that 3pRNA and RNA derived from commensals including viruses, phage, or bacteria could potentially induce protective IFN-I signaling through activation of RIG-I (fig. S7, D to G).

Together, our data suggest that activation of the RIG/MAVS and STING pathways, either through endogenous or applied ligands (IFN-stimulatory DNA, 3pRNA), may be essential for protection of gut epithelial integrity after TBI or chemotherapy and for the prevention of GVHD after allo-HSCT.

## Discussion

Previous studies have proposed a protective function of IFN-I in the setting of allo-HSCT (32) and of stromal MAVS signaling in a dextran sodium sulfate (DSS)–induced mouse model of colitis (18), but the mechanisms by which IFN-I contributes to this protection remain ill defined. Li and co-workers (18) used a model of low-dose DSS to induce chronic tissue damage and demonstrated that MAVS signaling in stromal cells controlled tissue homeostasis by monitoring commensal bacteria. However, erosive epithelial damage by DSS is an artificial experimental approach that does not mirror common clinical scenarios, in which patients suffer from tissue damage after cytotoxic chemotherapy or radiation therapy or through immune activation. Here, we have used a series of genetically modified (*Ddx58*^−/−^, *Mavs*^−/−^, and Sting^*gt/gt*^) and chimeric mice to analyze clinically relevant models of injury (TBI and chemotherapy) to the ISC compartment and immune-mediated acute tissue damage (allo-HSCT/GVHD). We have demonstrated the role of the RIG-I/MAVS/IFN-I and STING/IFN-I pathways for the maintenance of intestinal barrier function and prevention of GVHD. Specifically, we have shown that defective MAVS or STING signaling leads to breakdown of intestinal barrier function and increased GVHD pathology. Given that cohoused WT and *Mavs*^−/−^ or *Sting^gt/gt^* mice harbored similar intestinal bacterial populations, it is unlikely that differences in bacterial composition contributed to the protective role of MAVS or STING during GVHD development, unlike what has been proposed for IFN-I–mediated control of Paneth cell function (33). *Rig-I*^−/−^ mouse recipients of allogeneic BM and T cells similarly suffered from worse GVHD, and there was a nonsignificant trend toward higher mortality and more weight loss in *Rig-I*^−/−^ mouse recipients receiving allogeneic BM only. This is reminiscent of the colitis-like phenotype of *Rig-I*^−/−^ mice and their increased susceptibility to DSS-induced colitis (34). However, because *Rig-I*^−/−^ mice seemed to be viable only on the 129/sv background, their higher susceptibility to external insults may be attributable to strain-specific differences.

We showed that exogenous stimulation of the RIG-I and STING pathways with 3pRNA or IFN-stimulatory DNA in a preventive setting (1 day before allo-HSCT) promoted intestinal barrier function (as measured by FITC-dextran translocation), Paneth cell function (measured by expression of *Lysozyme P*), *Lgr5* marker expression, and the production of mucosal homeostatic factors (expression of *Itgb6* and *RegIII*γ), ultimately protecting the recipient from the lethal consequences of systemic GVHD. In contrast, application of RIG-I agonists 1 day after allo-HSCT did not result in protection and even decreased expression of *Lysozyme P* and *Lgr5*. As we also noticed reduced expression of *Lysozyme P* and *Lgr5* in the gut after TBI and allo-HSCT, we speculated that this lack of therapeutic efficacy of 3pRNA could at least in part be explained by the loss of targetable IECs after pretransplant conditioning. We elucidated the temporal requirements for effective IFN-I–dependent signaling: IFNAR needed to be activated at the time of tissue damage, because early blockade of IFNAR before allo-HSCT but not late blockade after allo-HSCT totally abolished the protective effect of 3pRNA. An earlier study has reported reduction of GVHD if recombinant IFN-a was applied 1 day before allo-HSCT (32). Emphasizing the nonredundant role of the RIG-I/MAVS/IFN-I pathway in epithelial protection, RIG-I ligand–mediated protection was independent of IL-22, a cytokine that enhanced intestinal barrier integrity during allo-HSCT via protection of the ISC compartment (23, 35).

Mechanistically, IFN-I (both RIG-I–/STING-induced and recombinant IFN-β) triggered growth of primary intestinal crypt cultures, an effect that was abrogated by blocking IFNAR. Growth of these epithelial mini-guts relies on sufficient expansion of Lgr5^+^ ISCs that eventually give rise to transient amplifying cells and, ultimately, to mature IECs. Here, we found that organoid formation capacity and production of Paneth cell–derived signals (*Lysozyme P*) were both reduced in *Mavs*^−/−^ allo-HSCT recipients compared to *Mavs*^+/+^ allo-HSCT recipients. In contrast, we could not detect any differences in organoid formation or Paneth cell numbers between *Mavs*^+/+^ and *Mavs*^−/−^ mice in the steady state, suggesting that MAVS and IFN-I might exert their protective functions during acute damage by activation of the ISC compartment. Along these lines, *Sting^gt/gt^* and *Ifnar1*^−/−^ mice also showed defects in organoid formation.

Given that Paneth cells constitute the ISC niche and produce factors that are critical for homeostasis of Lgr5^+^ ISCs and self-renewal in the small intestine (27, 36) including WNT, EGF (epidermal growth factor), and Notch ligands, accurately timed RIG-I– or STING-induced IFN-I signaling could modulate the production of these Paneth cell–derived signals during acute tissue damage. We observed that RIG-I ligands protected Paneth cells in allo-HSCT mouse recipients and enhanced expression of *Lysozyme P* and *Lgr5*. Moreover, RIG-I– and STING-induced IFN-I enhanced the production of *RegIII*γ that could contribute to limiting intestinal tissue damage by sustaining a protective shield against bacterial colonization and translocation (21, 37). Finally, we found that administration of 3pRNA before allo-HSCT allowed retrieval of more organoids from the small intestine of treated recipients compared to untreated control recipients and required the RIG-I adaptor MAVS to induce epithelial regeneration. Engagement of RIG-I in vivo thus augmented ISC function and epithelial regeneration during allo-HSCT. Given that expression of RIG-I, MAVS, and STING has previously been identified in Lgr5^+^ ISCs in a proteomic screen (38), future studies will clarify whether endogenous RIG-I and STING ligands and IFN-I enhance organoid growth by directly acting on Lgr5^+^ ISCs. Alternatively, Bmi^+^ ISCs, considered to be injury-inducible cells with full potential for epithelial regeneration shortly after irradiation damage (39), could be targets for RIG-I/MAVS–, STING–, or IFN-I– dependent signals.

Under conditions of chronic viral challenge and chronic IFN-I signaling, myeloid cells are the main target of IFN-I signals, controlling epithelial barrier integrity through secretion of apolipoproteins L9a/b (10). In addition, natural killer cells (both donor or recipient) reduce inflammation after irradiation-induced gut epithelial barrier loss and GVHD in several mouse models (40) and are activated by IFN-I after 3pRNA injection (22). Non-IEC IFN-I targets could contribute to the 3pRNA-induced protection against gut barrier loss and GVHD. 3pRNA increased expression of apolipoproteins L9a/b in the small intestine of irradiated WT mice, an effect that was entirely dependent on IFN-I signaling. In contrast, weight loss during GVHD in *Ifnar1^fl/fl^ CD11cCre* mice was higher, but reduction of GVHD-associated weight loss by RIG-I activation was not affected. This suggested that although IFN-I signaling through DCs appears to be important for limiting tissue damage under certain conditions, protection from tissue injury in GVHD via RIG-I activation is not mediated by IFN-I signaling in DCs.

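In the small intestine 12 h after TBI, Apol9a had a scaled count of 175 ± 30.4 (SD, n = 3) with TBI alone, 577 ± 99.1 (SD, n = 3) with 3pRNA + TBI and 158 ± 138 (SD, n = 3) with 3pRNA + anti-IFNAR1 + TBI. Apol9b had 162 ± 18.7, 438 ± 96.0 and 159 ± 131 in the same groups. Both genes encode apolipoproteins of the L family, and since they are near-identical copies their reads may be split between them in ways the counting does not resolve. For 3pRNA + TBI against TBI, the log2 change of Apol9a was 1.72 (standard error 0.45, adjusted p = 0.051 from limma) and that of Apol9b was 1.41 (standard error 0.42, adjusted p = 0.074 from limma). This fit takes the spread from all 3 groups, so the widely differing blockade mice enter these standard errors. In a fit of TBI and 3pRNA + TBI alone both genes passed. For 3pRNA + anti-IFNAR1 + TBI against 3pRNA + TBI, Apol9a fell by 2.20 on the log2 scale (standard error 0.45, adjusted p = 0.040 from limma), and Apol9b had a log2 change of -1.73 (standard error 0.42, adjusted p = 0.094). Each 3pRNA + TBI mouse lay above each mouse of the other groups in both genes (two-sided exact permutation test, p = 0.10 for each comparison with it, the smallest that 3 mice against 3 allow).
Between blockade and TBI alone the log2 change was -0.48 for Apol9a (standard error 0.45, adjusted p = 0.70 from limma) and -0.32 for Apol9b (standard error 0.42, adjusted p = 0.79). Without blockade replicate 2 these changes were -1.15 and -0.95, and without blockade replicate 3 they were 0.014 and 0.073. The blockade mice differed from each other, with 96.5, 316 and 62.1 scaled counts of Apol9a and 92.9, 311 and 74.2 of Apol9b in replicates 1, 2 and 3. Replicate 2 thus lay above the TBI mice, which had between 143 and 203 of Apol9a and between 141 and 175 of Apol9b, and the other blockade mice lay below them. For 3pRNA + TBI against TBI and for blockade against 3pRNA + TBI, all 4 changes passed without blockade replicate 2. In that order adjusted p was 0.0016 and 6.6e-05 from limma for Apol9a and 0.0025 and 1.2e-04 for Apol9b. With each library left out in turn these p-values lay between 6.6e-05 and 0.32. The fall of Apol9a under blockade kept its call without blockade replicate 2 or TBI replicate 2 and lost it without any 1 of the other 7 libraries, and Apol9a against TBI also passed without blockade replicate 3 (adjusted p = 0.035 from limma). Among the other apolipoprotein L genes tested, Apol10a fell with 3pRNA, from 138 ± 48.5 in TBI to 47.2 ± 2.34 in 3pRNA + TBI, and Apol7a had 1291 ± 65.2 and 851 ± 156 (adjusted p = 0.077 from limma). Of the 6 genes of the family, 1 was called lower with 3pRNA and none higher (2 higher and 2 lower when adjusted over the list alone).

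**Figure D3:**
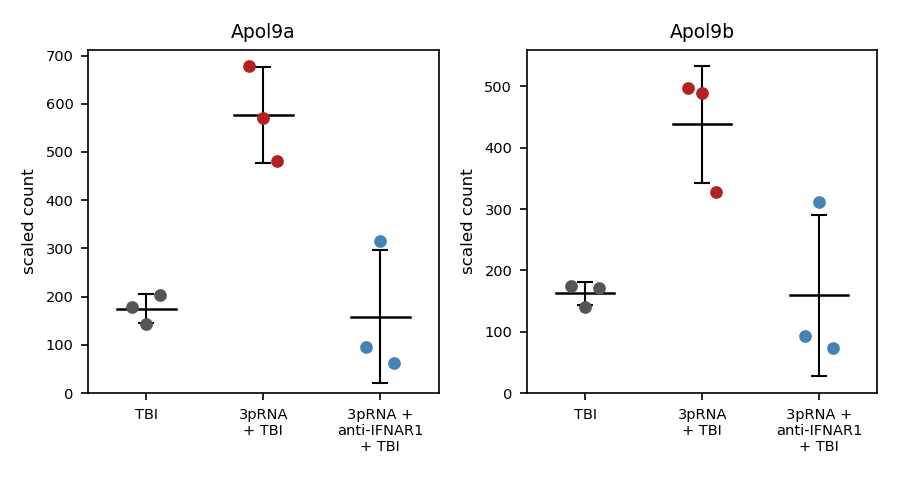
Scaled counts of Apol9a and Apol9b in the small intestine of each mouse, from 0, by group (TBI, 3pRNA + TBI, 3pRNA + anti-IFNAR1 + TBI). Points are mice, horizontal lines are means and vertical bars are 1 SD; the 3pRNA + TBI mice have 481 to 679 scaled counts of Apol9a and 327 to 498 of Apol9b, above all other mice.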

Our data suggested that endogenous RIG-I/MAVS and STING signaling resulted in protective IFN-I signaling to maintain epithelial barrier integrity, specifically in the context of tissue damage induced by TBI, chemotherapy, and GVHD. In this respect, identifying endogenous ligands that engage these pathways and mediate protection is of particular interest.

There are a number of limitations to our study. First, the links among the effects of IFN-I signaling on IECs, protection of gut epithelial barrier function, and reduction of GVHD are still correlative, and causal relationships remain to be formally proven. More detailed, large-scale experiments with BM chimeras and inducible, epithelia- or mesenchyme-specific IFNAR^−/−^ mouse recipients are needed. Second, testing the role of RIG-I/MAVS, STING, and IFN-I in additional minor mismatch models of allo-HSCT may allow more general conclusions to be drawn about the relevance of these pathways in allo-HSCT. Similarly, exploring the role of RIG-I/MAVS, STING, and IFN-I activation in additional models of chemotherapy-induced tissue injury might extend our findings that are currently limited to doxorubicin treatment and the analysis of the RIG-I/MAVS pathway. Third, although RIG-I has been shown to be down-regulated in the intestinal epithelium of patients with Crohn's disease (41), the role of cytosolic nucleic acid sensors in human allo-HSCT and GVHD remains unclear. Intestinal gene expression analysis in patients with varying grades of GVHD may provide insights into the role of cytosolic nucleic acid sensors and open the way for prospective studies using RIG-I agonists, which are currently being developed for clinical application. Finally, given that the cytosolic DNA receptor cGAS has been shown to bind to a variety of DNA molecules including IFN-stimulatory DNA (4), we can only speculate that cGAS could be the main sensor upstream of STING to induce the protective function of dsDNA, but this requires further evaluation.

In summary, we have shown that correctly timed therapeutic activation of RIG-I or STING may offer a strategy to reduce gut epithelial barrier dysfunction and promote epithelial integrity during acute tissue damage caused by chemotherapy or TBI and thus help to prevent the development of GVHD.

## Materials and Methods

### Study design

The goal of this study was to evaluate the impact of RIG-I/MAVS and STING signaling on gut integrity during acute tissue injury and GVHD in mice. To assess this, acute tissue damage was induced by TBI, cytotoxic chemotherapy, and mouse models of allo-HSCT. GVHD intensity was quantified using survival, weight loss, histopathology, and immunohistochemistry. Intestinal barrier function was analyzed using FITC-dextran translocation, expression of antimicrobial peptides, and neutrophil influx into the lamina propria. Bacteremia was measured in the serum by counting CFU. Organoid cultures of mouse small intestinal crypts were used as an indicator for epithelial regeneration. Damage-associated DNA release was quantified using total DNA isolated from mouse plasma. qPCR was performed for gene expression analysis of IFN signaling, antimicrobial peptide production, and small intestine stem or Paneth cell marker expression. 16S rRNA sequencing was performed to detect potential differences in the intestinal bacterial composition of WT, *Mavs*^−/−^, or *Sting^gt/gt^* mice. For animal studies, sample sizes were chosen according to the power of the statistical test of each experiment. For all studies, animal numbers are depicted in the figures, and the number of independent experiments is listed in the figure legends. WT and genetically modified mice were randomized into experimental groups and randomly assigned to different cages. Experienced GVHD pathologists performed histopathological scoring of intestinal damage after allo-HSCT in a blinded fashion. All mouse antibodies used in this study were validated with flow cytometry by the supplier, either eBioscience, BD Biosciences, or BioLegend. Mouse antibodies and their clones are listed in table S1 (clone number, 1DegreeBio, reference ID). Cell lines were tested for mycoplasma at frequent intervals. We did not exclude outliers in any experiment. For all results, statistical tests are described in the figure legends.

### Mice

*Mavs*^−/−^ (C57BL/6) were provided by the late J. Tschopp. *Rig-I*^−/−^ mice (129/sv) were provided by Z.-G. Wang (34). *Ifnar1^fl/fl^* × CD11c-Cre mice were provided by U. Kalinke (Hannover, Germany). *Sting^gt/gt^* mice were from the Jackson Laboratory. We used cohoused mice (*Sting^gt/gt^*) or littermates derived from heterozygous breeding pairs as indicated in the results or figure legends.

### BM transplantation

Allogeneic BM transplantation was performed as previously described (42). Recipients were given 5 × 10^6^ T cell–depleted BM cells directly after lethal TBI. T cell depletion of BM cells was performed as previously described (43). T cell doses (MACS enrichment, Miltenyi) varied depending on the transplant model.

### In vivo permeability assay

FITC-dextran assay was performed as previously described (35). FITC-dextran (#FD4-1G, Sigma) was administered by oral gavage at a concentration of 50 mg/ml in water (750 mg/kg). Four and a half hours later, plasma was collected and analyzed on a plate reader.

### In vivo analysis of neutrophil infiltration

Mice were lethally irradiated or treated with doxorubicin. On day 3, lamina propria leukocytes were isolated and neutrophils were analyzed by flow cytometry as previously described (44).

### Analysis of T cell proliferation in vivo

In vivo T cell analysis was performed as previously described (45). Car-boxyluorescein diacetate succinimidyl ester (15 × 10^6^) (eBioscience)–stained T cells were transplanted into lethally irradiated allogeneic recipients as described above.

### Crypt isolation

Isolation of intestinal epithelial crypts was performed as previously described (26). Briefly, small intestines were opened longitudinally, washed, and incubated in 10 mM EDTA for 25 min (4°C). Supernatant containing crypts was collected.

### Organoid culture

Two hundred fifty crypts per well were suspended in growth factor–reduced Matrigel (Corning) (33% ENR medium; 66% Matrigel) at 4°C and plated in 30-μl drops, each containing about 250 crypts. Five hundred microliters of ENR-medium [Advanced DMEM/F-12 (Life Technologies), 2 mM l-glutamine (Sigma), 10 mM Hepes (Life Technologies), penicillin (100 U/ml)/streptomycin (100 μg/ml) (Life Technologies), 1.25 mM N-acetyl cysteine (Sigma), 1 × B27 supplement (Life Technologies), 1 × N2 supplement (Life Technologies), mEGF (50 ng/ml) (PeproTech), recombinant murine Noggin (100 ng/ml) (PeproTech), 5% human R-spondin-1-conditioned medium of hR-spondin-1–transfected human embryonic kidney (HEK) 293T cells] was added to crypt cultures. Medium was replaced every 2 to 3 days. 3pRNA and IFN-stimulatory DNA were complexed with Lipofectamine 2000 (Invitrogen). Recombinant murine IFN-β [PBL (12400-1)] and/or IFNAR1 antibody/IgG1 isotype control were added with medium change.

### Quantitative PCR

Total RNA was isolated and transcribed using standard methods and kits according to the manufacturer's protocols (RNeasy Mini Kit, Qiagen; SuperScript III Reverse Transcriptase, Invitrogen). The qPCR Core Kit for SYBR Green I (Eurogentec) and the LightCycler 480 II (Roche) Real-Time PCR System were used as indicated by the manufacturer. The relative transcript level of each gene was calculated according to the 2^−^*^C^*^t^, for unnormalized genes, and the 2^−ΔΔ^*^C^*^t^ method, for genes normalized to β-actin.

### Assessment of epithelial regeneration in intestinal organoid cultures

To determine organoid size and morphology, bright-field microscopy images were taken using a Zeiss Axiovision Observer microscope with a 5× objective lens. Two-dimensional area and perimeter were analyzed using border perimeter tracing of organoids of each well using ImageJ software.

### Reagents

Double-stranded in vitro–transcribed 3pRNA (sense, 5′-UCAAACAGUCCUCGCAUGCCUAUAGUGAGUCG-3′) was generated as described (22).

### Treatments before allo-HSCT

*Mice* were treated at indicated time points with 3pRNA or IFN-stimulatory DNA (25 μg if not indicated otherwise). 3pRNA or IFN-stimulatory DNA was complexed in 3.5 μl of in vivo-jetPEI (Polyplus) and injected intravenously. In some experiments, mice were treated intraperitoneally with 500 μg of IFNAR1-blocking antibody/IgG1 control.

### Statistics

Animal numbers per group (*n*) are depicted in the figure legends. We never used technical replicates. GraphPad Prism version 6 was used for statistical analysis. Survival was analyzed using the log-rank test. Differences between means of experimental groups were analyzed using two-tailed unpaired *t* test or ordinary one-way ANOVA. We used ordinary one-way ANOVA for multiple comparisons and always performed Dunnett's test for multiple test corrections. Applied statistical tests are indicated in the figure legends. Significance was set at *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

## Supplementary Material

Supplemental Table S1. Antibodies.
Fig. S1. Endogenous RIG-I/MAVS signaling reduces intestinal tissue damage caused by conditioning therapy and attenuates GVHD.
Fig. S2. Donor-derived T cells show enhanced alloreactivity in *Mavs*^−/−^ allo-HSCT recipients.
Fig. S3. RIG-I ligands have to be applied before or during allo-HSCT to exert their protective effects and do not affect GVL.
Fig. S4. RIG-I–induced treatment effects are mediated by IFN-Is.
Fig. S5. RIG-I–induced IFN-Is enhance epithelial regeneration through stimulation of the ISC compartment.
Fig. S6. MAVS-deficient mice do not display an inherent defect in organoid formation or in the number of Paneth cells.
Fig. S7. TBI and IFN-stimulatory DNA induce a systemic IFN-I response, and feces-derived RNA triggers a RIG-I–dependent IFN-I response in IECs.

## Figures and Tables

**Fig. 1:**
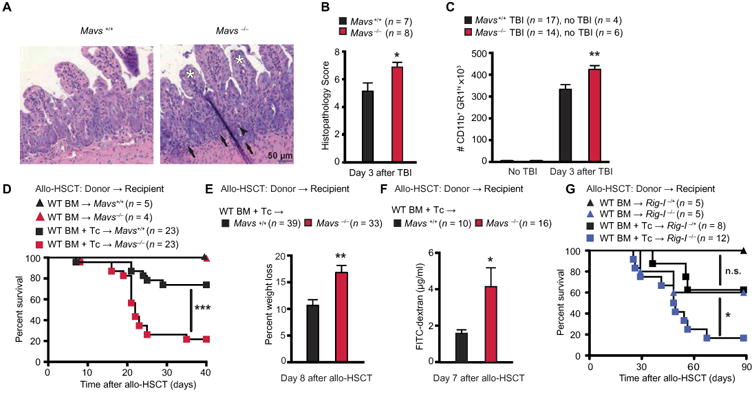
Endogenous RIG-I/MAVS signaling reduces intestinal tissue damage in mice (**A**) Representative images of tissue damage in hematoxylin and eosin–stained small intestine biopsies from mice after an 11-Gy TBI conditioning regimen. White asterisks, villus stunting; black arrowhead, crypt apoptosis; black arrows, granulocyte infiltration. (**B**) Histopathological score from (A); pooled data from two independent experiments. (**C**) Number of leukocytes infiltrating the mouse gut lamina propria after TBI (11 Gy) analyzed by flow cytometry. Pooled data from four independent experiments. Survival (**D**) and weight loss (**E**) in mouse allo-HSCT recipients transplanted with 5 × 10^6^ BM ± 2 × 10^6^ T cells (donor BALB/c WT and C57BL/6 *MAVS*^+/+^ or *MAVS*^−/−^ recipients). Pooled data from four independent experiments. (**F**) FITC-dextran concentrations in plasma after allo-HSCT [described in (D) and (E)]. Pooled data from two independent experiments. (**G**) Survival of *Rig-I*^−/+^ and *Rig-I*^−/−^ mouse recipients after transplant with 5 × 10^6^ BM and 1 × 10^6^ T cells (donor C57BL/6 WT, recipient 129/sv *Rig-I*^−/+^ or *Rig-I*^−/−^). Animal numbers per group (*n*) are depicted in the figure panels. Survival was analyzed using the log-rank test. All other experiments were analyzed using two-tailed unpaired *t* test. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM. n.s., not significant.

**Fig. 2:**
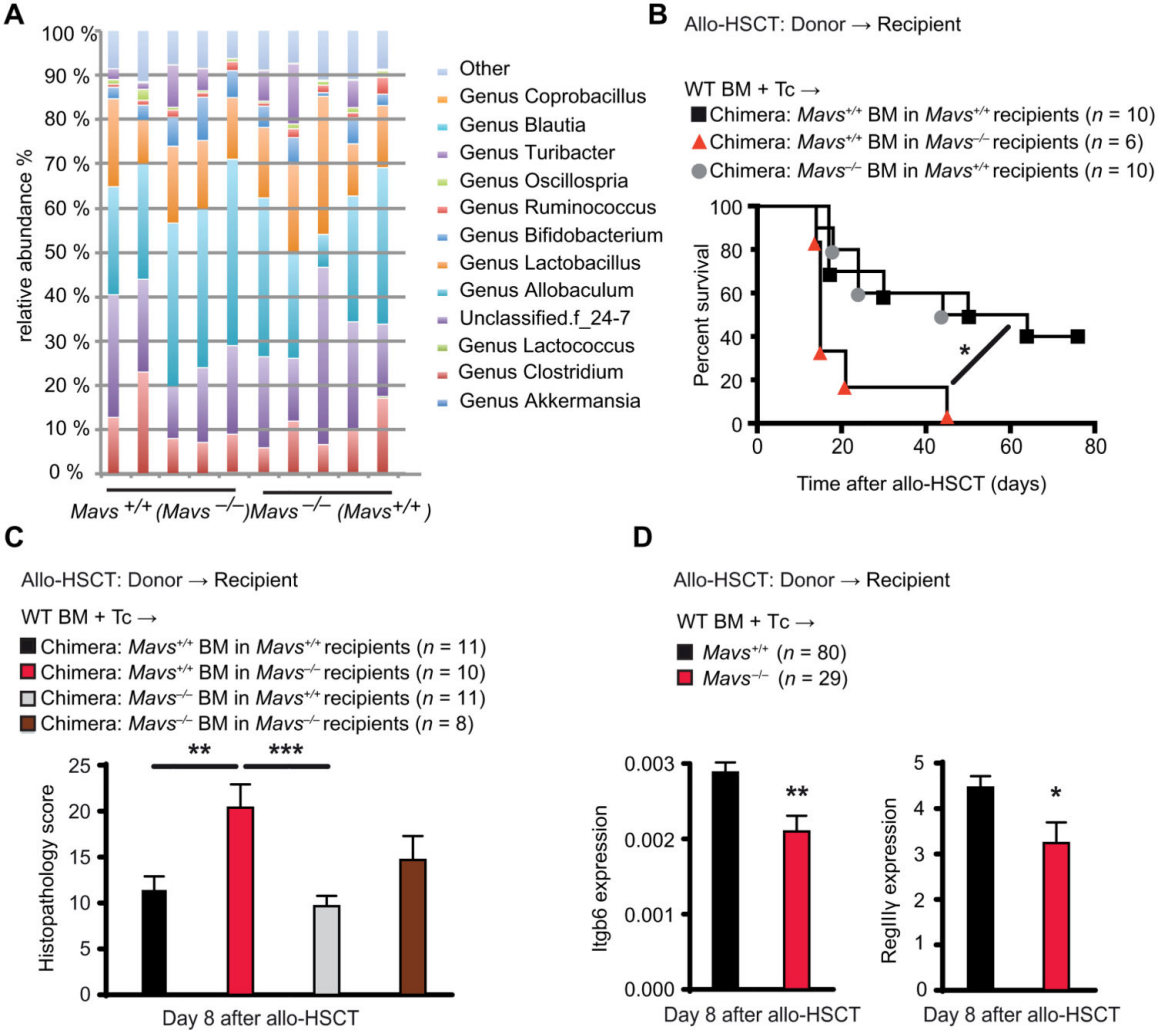
MAVS signaling in nonhematopoietic cells maintains intestinal barrier function (**A**) Average relative abundance of bacterial genera in the intestinal microbiota of cohoused *Mavs*^+/+^ (*n* = 5) and *Mavs*^−/−^ (*n* = 5) litter-mates. One representative experiment of two independent experiments. (**B**) Survival of C57BL/6 BM chimeric mice, which were Mavs-deficient either in the hematopoietic or in the nonhematopoietic compartment. These mice were analyzed after a second allo-HSCT with BM and T cells from B10.BR WT donor mice. (**C**) GVHD histopathological score for small intestine biopsies from C57BL/6 BM chimeric mice, which were Mavs-deficient either in the hematopoietic or in the nonhematopoietic compartment. These mice were analyzed after a second allo-HSCT with BM and T cells from BALB/c WT donor mice. Pooled data from two independent experiments. (**D**) Quantitative polymerase chain reaction (qPCR) of *Itgb6* and *RegIII*γ expression in the small intestine after allo-HSCT with BM and T cells from BALB/c WT mouse donors into C57BL/6 *MAVS*^+/+^ or *MAVS*^−/−^ recipients. Pooled data from five independent experiments. Animal numbers per group (*n*) are depicted above panels. Survival was analyzed using the log-rank test. Other experiments were analyzed using ordinary one-way analysis of variance (ANOVA) for multiple comparisons or two-tailed unpaired *t* test. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

**Fig. 3:**
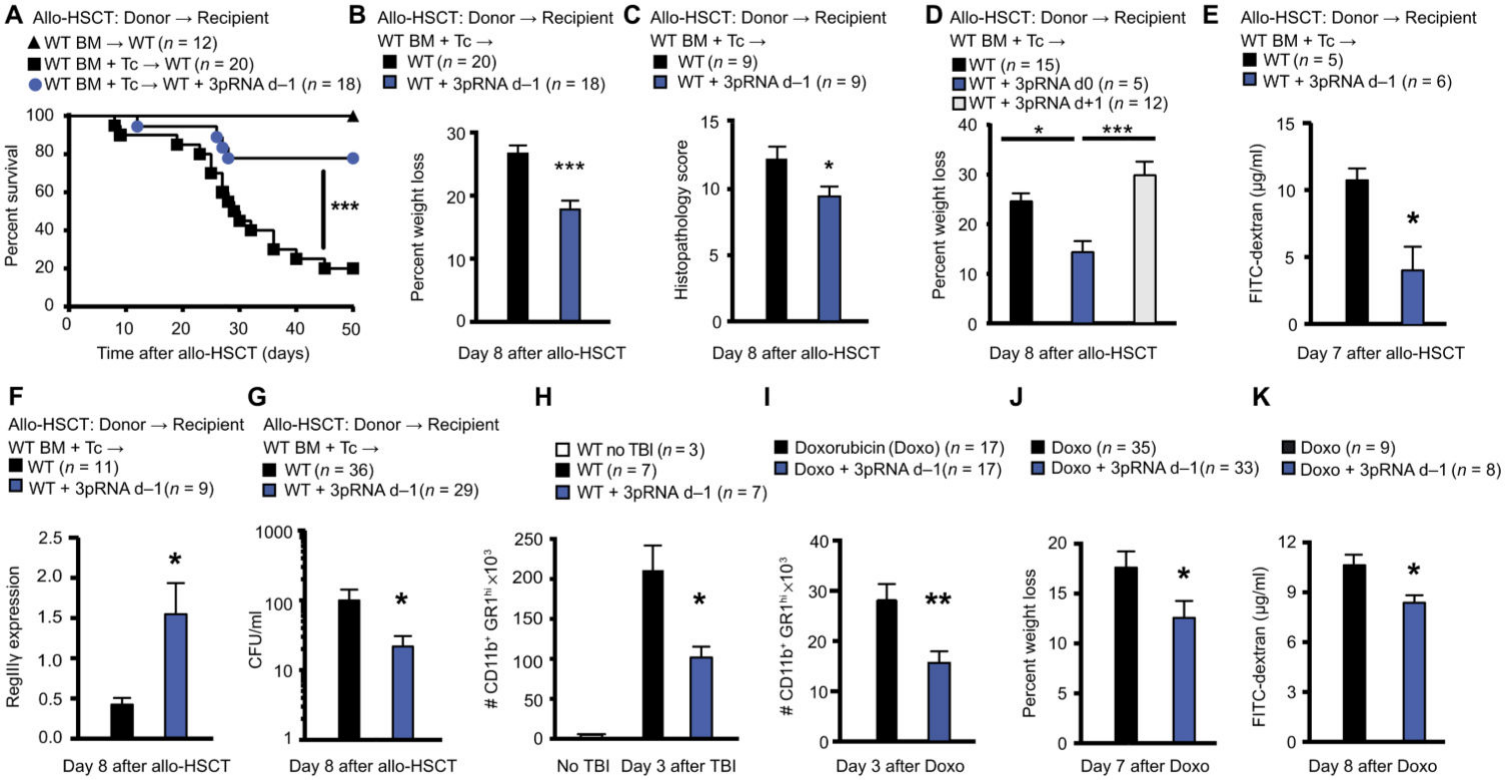
RIG-I/MAVS pathway activation protects from intestinal tissue damage after TBI Survival (**A**) and weight loss (**B**) after allo-HSCT involving transplant of 5 × 10^6^ BM ± 1 × 10^6^ T cells from C57BL/6 WT donor mice into BALB/c WT recipients with or without 3pRNA treatment on day −1. Pooled data from four independent experiments. (**C**) Histopathological score of small intestine tissue after allo-HSCT from C57BL/6 WT donor mice to BALB/c WT mouse recipients with or without 3pRNA treatment on day −1. Pooled data from two independent experiments. (**D**) Weight loss in mouse recipients from (C) after allo-HSCT with or without 3pRNA treatment on day 0 (d0) or day +1 (d+1). Pooled data from three independent experiments. (**E**) FITC-dextran concentrations in plasma after allo-HSCT from C57BL/6 WT donor mice to BALB/c WT recipient mice with or without 3pRNA treatment on day −1. (**F**) qPCR of *RegIII*γ expression in mouse gut epithelial cells after allo-HSCT from C57BL/6 WT donor mice into BALB/c WT recipient mice with or without 3pRNA treatment on day −1. Pooled data from three independent experiments. (**G**) Bacterial colony-forming units (CFU) in sera from mouse recipients after allo-HSCT [described in (F)]. Pooled data from three independent experiments. (**H**) Leukocytes in the small intestine lamina propria of BALB/c mice after TBI (9 Gy) analyzed by flow cytometry. Pooled data from two independent experiments. (**I**) Leukocytes in the small intestine lamina propria of C57BL/6 mice after treatment with chemotherapy (doxorubicin) analyzed by flow cytometry. Pooled data from three independent experiments. (**J**) Weight loss in C57BL/6 mice that received doxorubicin (20 mg/kg). Pooled data from six independent experiments. (**K**) FITC-dextran concentrations in plasma from C57BL/6 mice after doxorubicin treatment (20 mg/kg). One representative experiment of four independent experiments is shown. Animal numbers per group (n) are depicted above figure panels. 3pRNA treatment was always performed on day −1 in indicated groups except for (D). All experiments were analyzed using one-tailed (G) or two-tailed unpaired *t* test or ordinary one-way ANOVA for multiple comparisons. Survival was analyzed using the log-rank test. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

**Fig. 4:**
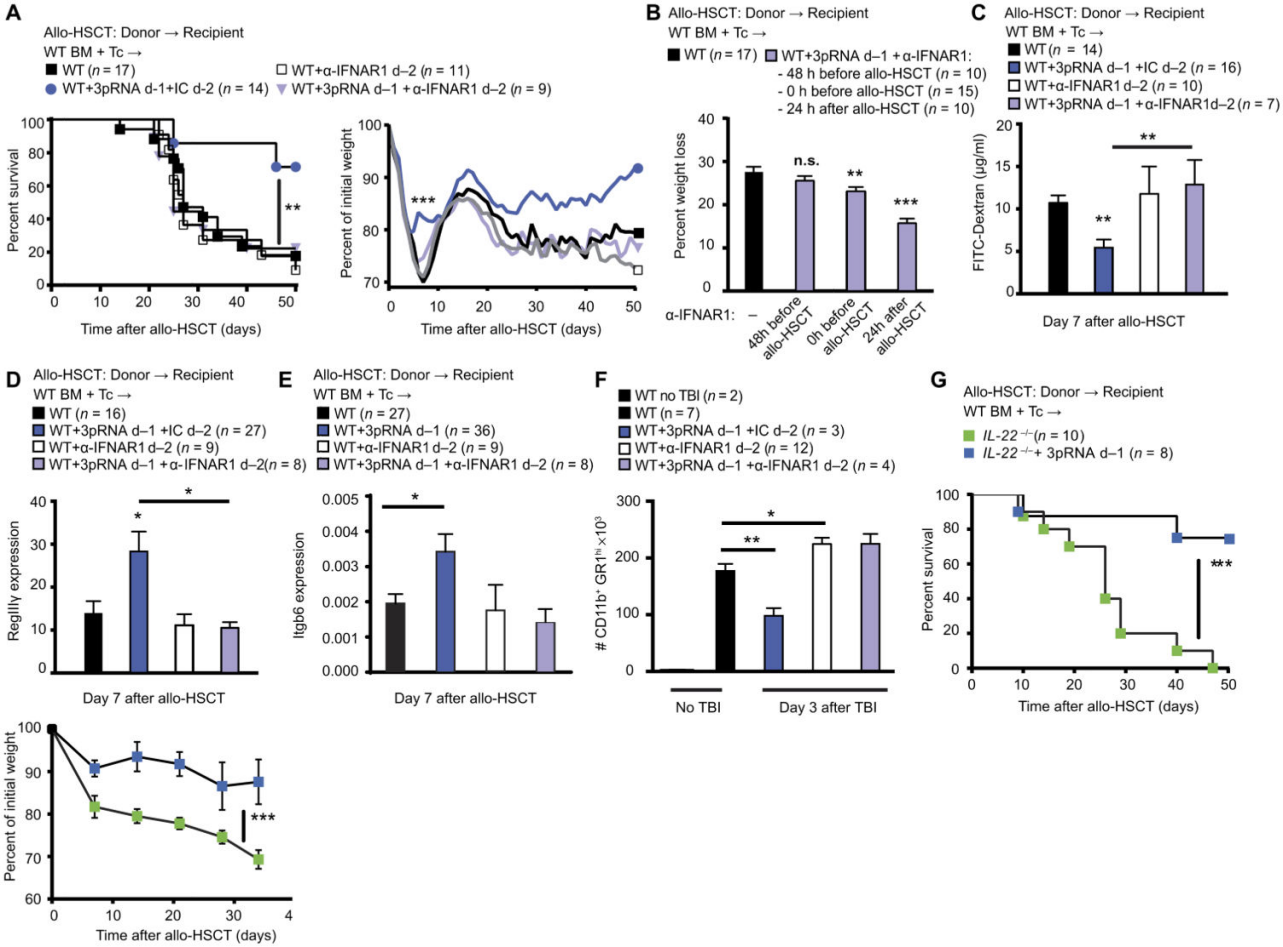
RIG-I–induced type I IFN signaling mediates intestinal tissue protection (**A**) Survival and percent of initial weight after allo-HSCT. BM cells (5 × 10^6^) plus T cells (1 × 10^6^) from C57BL/6 WT mice were transplanted into BALB/c recipient mice with or without 3pRNA treatment on day −1 before allo-HSCT and treatment with IFNAR1-blocking antibody (α-IFNAR1) or immunoglobulin G1 (IgG1) isotype control on day −2 before allo-HSCT. Pooled data from three independent experiments. (B) Weight loss after allo-HSCT. BM cells (5 × 10^6^) plus T cells (1 × 10^6^) from C57BL/6 WT mice were transplanted into BALB/c recipient mice with or without 3pRNA treatment on day −1 before allo-HSCT and treatment with IFNAR1-blocking antibody (α-IFNAR1) 48 hours before allo-HSCT (−48 h before TX), at the time of allo-HSCT (0 h before TX), or 24 hours after allo-HSCT (24 h after TX). (**C**) FITC-dextran concentrations in plasma of BALB/c mouse recipients after allo-HSCT, with or without 3pRNA treatment on day −1 before allo-HSCT, and treatment with IFNAR1-blocking antibody (α-IFNAR1) or IgG1 isotype control (IC) on day −2 before allo-HSCT. Pooled data from three independent experiments. (**D** and **E**) qPCR of *RegIII*γ and *Itgb6* expression in small intestine biopsies from BALB/c recipient mice after allo-HSCT, with or without 3pRNA treatment on day −1 before allo-HSCT, and treatment with IFNAR1-blocking antibody (α-IFNAR1) or IgG1 isotype control on day −2 before allo-HSCT. Pooled data from three (D) and six (E) independent experiments. (**F**) Flow cytometry analysis of leukocyte infiltration into the small intestine lamina propria of BALB/c mice after TBI(9 Gy), with or without 3pRNA treatment on day −1 before TBI, and treatment with IFNAR1-blocking antibody (α-IFNAR1) or IgG1 isotype control on day −2 before TBI. Pooled data from two independent experiments. (G) Survival and weight loss in BALB/c mouse recipients lacking IL-22 (*Il-22*^−/−^) after allo-HSCT with BM and T cells from C57BL/6 WT mice with or without 3pRNA treatment on day −1 before allo-HSCT. Pooled data from two independent experiments. Animal numbers per group (n) are depicted above figure panels. Treatment time points for 3pRNA and α-IFNAR1 antibody are indicated. All experiments were analyzed using two-tailed unpaired *t* test or ordinary one-way ANOVA for multiple comparisons. Survival was analyzed using the log-rank test. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

**Fig. 5:**
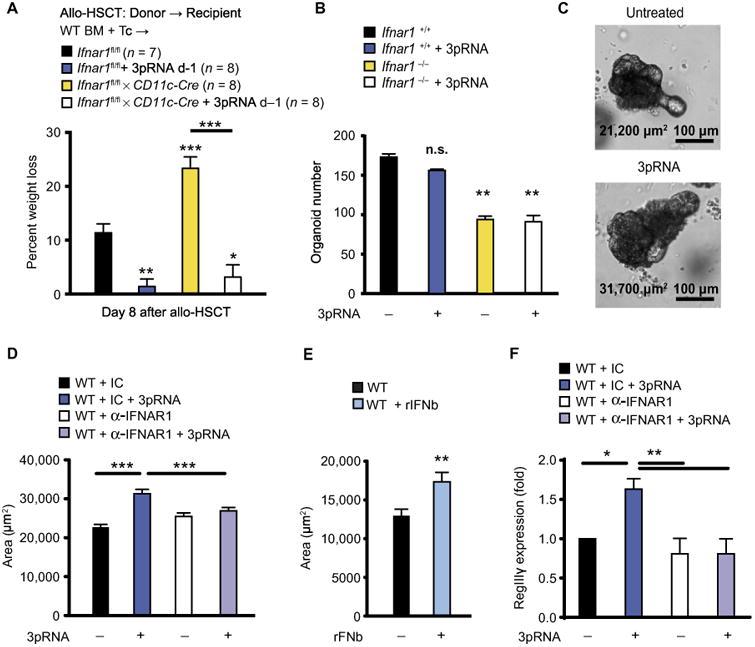
RIG-I–induced type I IFN signaling in nonhematopoietic cells promotes regeneration of the ISC compartment (**A**) Weight loss after allo-HSCT. BM cells (5 × 10^6^) plus T cells (5 × 10^6^) from BALB/c donor mice transplanted into C57BL/6 recipient mice (genotypes are indicated in the figure) with or without 3pRNA treatment on day −1. Pooled data from two independent experiments. (**B**) Number of organoids after 5 days in culture with or without the addition of 3pRNA (2 μg/ml) on day 1 of culture; organoids were derived from C57BL/6 *IFNAR1*^+/+^ or *IFNAR1*^−/−^ mice. One representative experiment of three independent experiments. (**C**) Representative images of organoids derived from C57BL/6 WT mice after 5 days in culture with or without the addition of 3pRNA (2 μg/ml) on day 1 of culture. Organoid area is shown. (**D**) Measurement of organoids from C57BL/6 WT mice after 5 days in culture with or without the addition of 3pRNA (2 μg/ml) or a-IFNAR1–blocking antibody (10 μg/ml) on day 1 of culture. One representative experiment of three independent experiments. (**E**) Size of organoids derived from C57BL/6 WT mice after 7 days in culture with or without the addition of recombinant murine IFN-b (20 U/ml) on day 1 of culture. One representative experiment of three independent experiments. (**F**) qPCR of *RegIII*γ expression in organoids 24 hours after stimulation with indicated combinations of 3pRNA and α-IFNAR1–blocking antibody or IgG1 isotype control. Pooled data from three independent experiments. All experiments were analyzed using two-tailed unpaired t test or ordinary one-way ANOVA for multiple comparisons. Survival was analyzed using the log-rank test. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

**Fig. 6:**
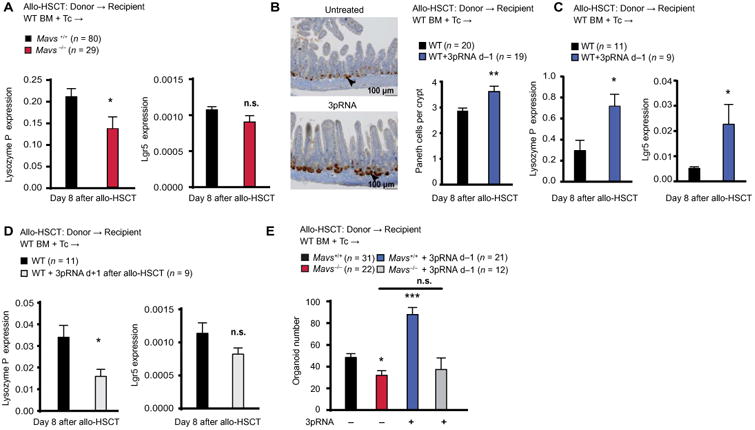
RIG-I activation protects ISCs after allo-HSCT (**A**) qPCR expression of *Lysozyme P* and *Lgr5* in small intestine biopsies from *MAVS*^+/+^ or *MAVS*^−/−^ C57BL/6 recipient mice after allo-HSCT with 5 × 10^6^ BM cells and 2 × 10^6^ T cells from BALB/c WT donor mice. Pooled data from five independent experiments. (**B**) Analysis of allo-HSCT BALB/c recipients in the presence or absence of 3pRNA treatment on day −1. Immunohistochemistry showing lysozyme staining of the small intestine of BALB/c recipients 8 days after allo-HSCT. Lysozyme-positive gut Paneth cells are indicated by black arrowheads. Histogram shows number of Paneth cells per crypt. Representative images and pooled data from three independent experiments. (**C**) qPCR showing expression of *Lysozyme P* and *Lgr5* in IECs from the small intestine of BALB/c recipient mice 8 days after allo-HSCT with or without 3pRNA treatment on day −1 before allo-HSCT. Pooled data from three independent experiments. (**D**) qPCR of *Lysozyme P* and *Lgr5* expression in the small intestine of BALB/c recipient mice after allo-HSCT with or without 3pRNA treatment on day +1. Data from one experiment. (**E**) Number of organoids derived from C57BL/6 recipient mice on day 8 after allo-HSCT with or without 3pRNA treatment on day −1 before allo-HSCT. Pooled data from four independent experiments. Animal numbers per group (*n*) are depicted above figure panels. All experiments were analyzed using two-tailed unpaired *t* test or ordinary one-way ANOVA for multiple comparisons. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

**Fig. 7:**
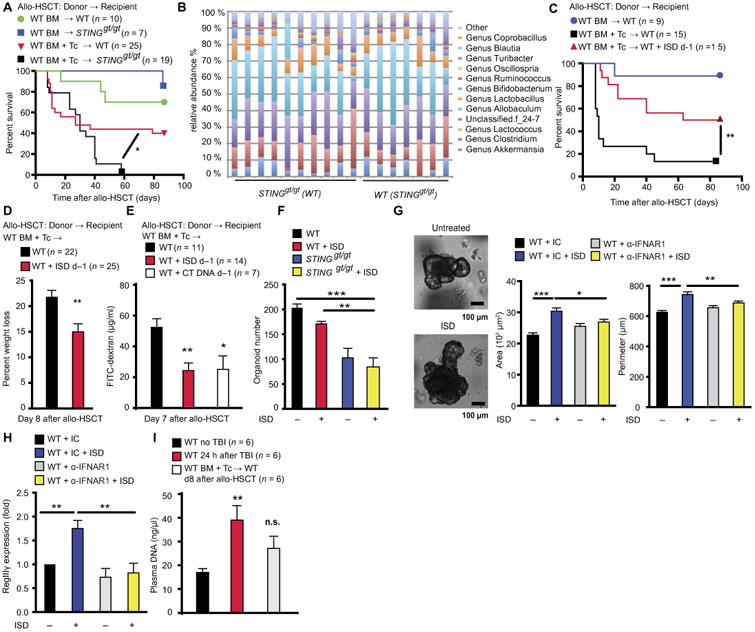
STING pathway protects mouse recipients from GVHD after allo-HSCT (**A**) Survival of cohoused C57BL/6 WT or *Sting^gt/gt^* mice that received 5 × 10^6^ BM cells plus1× 10^6^ T cells from WT B10.BR donor mice. Pooled data from two independent experiments. (**B**) Relative abundance of bacterial genera in the intestinal microbiota of cohoused WT and *Sting^gt/gt^* mice. One representative experiment of two independent experiments. Survival (**C**) and weight loss (**D**) for C57BL/6 mouse recipients after allo-HSCT from B10.BR donor mice with or without IFN-stimulatory DNA (ISD) treatment on day −1. Pooled data of two (C) or three (D) independent experiments. (**E**) FITC-dextran concentrations in plasma of BALB/c mouse recipients after allo-HSCT from C57BL/6 donors with or without calf thymus DNA (CT DNA) or IFN-stimulatory DNA treatment on day −1. Pooled data from two independent experiments. (**F**) Number of organoids derived from WT or *Sting^gt/gt^* C57BL/6 mouse small intestine after 5 days in culture with or without the addition of IFN-stimulatory DNA (2 μg/ml) on day 1 of culture. Pooled data from three independent experiments. (**G**) Organoids derived from C57BL/6 mouse small intestine. Measurement of organoid size after 5 days in culture with or without the addition of IFN-stimulatory DNA (2 μg/ml), α-IFNAR1–blocking antibody (10 μg/ml), or IgG1 isotype control on day 1 of culture. The experiment was performed three times, and images of one representative experiment are shown. (**H**) qPCR of *RegIII*γ expression in organoids derived from C57BL/6 WT mice 24 hours after stimulation with indicated combinations of IFN-stimulatory DNA, α-IFNAR1–blocking antibody, or IgG1 isotype control. Pooled data from three independent experiments. (I) DNA in plasma of BALB/c mice 24 hours after TBI (9 Gy) or allo-HSCT. Pooled data from three independent experiments. Animal numbers per group (*n*) are depicted above figure panels. All experiments were analyzed using two-tailed unpaired *t* test or ordinary one-way ANOVA for multiple comparisons. Survival was analyzed using the log-rank test. *P < 0.05, **P < 0.01, and ***P < 0.001. Data are means ± SEM.

# Supplementary material for: RIG-I/MAVS and STING signaling promote gut integrity during irradiation- and immune-mediated tissue injury
**Source:** Sci Transl Med. Author manuscript; Available in PMC 2017 Sep 19.
**Supplement:** Supplemental — Table S1. Antibodies. Fig. S1. Endogenous RIG-I/MAVS signaling reduces intestinal tissue damage caused by conditioning therapy and attenuates GVHD. Fig. S2. Donor-derived T cells show enhanced alloreactivity in Mavs−/− allo-HSCT recipients. Fig. S3. RIG-I ligands have to be applied before or during allo-HSCT to exert their protective effects and do not affect GVL. Fig. S4. RIG-I–induced treatment effects are mediated by IFN-Is. Fig. S5. RIG-I–induced IFN-Is enhance epithelial regeneration through stimulation of the ISC compartment. Fig. S6. MAVS-deficient mice do not display an inherent defect in organoid formation or in the number of Paneth cells. Fig. S7. TBI and IFN-stimulatory DNA induce a systemic IFN-I response, and feces-derived RNA triggers a RIG-I–dependent IFN-I response in IECs.

Supplementary Materials for
**RIG-I/MAVS and STING signaling promote gut integrity during
irradiation- and immune-mediated tissue injury**

Julius C. Fischer, Michael Bscheider, Gabriel Eisenkolb, Chia-Ching Lin,
Alexander Wintges, Vera Otten, Caroline A. Lindemans, Simon Heidegger,
Martina Rudelius, Sébastien Monette, Kori A. Porosnicu Rodriguez, Marco Calafiore,
Sophie Liebermann, Chen Liu, Stefan Lienenklaus, Siegfried Weiss, Ulrich Kalinke,
Jürgen Ruland, Christian Peschel, Yusuke Shono, Melissa Docampo, Enrico Velardi,
Robert R. Jenq, Alan M. Hanash, Jarrod A. Dudakov, Tobias Haas,
Marcel R. M. van den Brink,* Hendrik Poeck*

(M.R.M.v.d.B.)

Published 19 April 2017, *Sci. Transl. Med.* **9**, eaag2513 (2017)
DOI: 10.1126/scitranslmed.aag2513

This PDF file includes:

Materials and Methods

Table S1. Antibodies.

Fig. S1. Endogenous RIG-I/MAVS signaling reduces intestinal tissue damage caused by conditioning therapy and attenuates GVHD.

Fig. S2. Donor-derived T cells show enhanced alloreactivity in *Mavs*^{-/-} allo-HSCT recipients.

Fig. S3. RIG-I ligands have to be applied before or during allo-HSCT to exert their protective effects and do not affect GVL.

Fig. S4. RIG-I-induced treatment effects are mediated by IFN-Is.

Fig. S5. RIG-I-induced IFN-Is enhance epithelial regeneration through stimulation of the ISC compartment.

Fig. S6. MAVS-deficient mice do not display an inherent defect in organoid formation or in the number of Paneth cells.

Fig. S7. TBI and IFN-stimulatory DNA induce a systemic IFN-I response, and feces-derived RNA triggers a RIG-I-dependent IFN-I response in IECs.

Materials and Methods

Mice

C57BL/6 (H-2k^b, Thy-1.2), BALB/c (H-2k^d, Thy-1.2) were purchased from Janvier Labs (France). *Mavs*^{-/-} (C57BL/6) were provided by the late J. Tschopp. *Ifnar1*^{-/-} (C57BL/6) mice were provided by Joseph C. Sun (MSKCC), *Il-22*^{-/-} (Balb/c) mice were provided by Genentech. *Rig-I*^{-/-} mice (129/sv) were provided by Zhu-gang Wang (State Key Laboratory of Medical Genomics, Shanghai Jiao Tong University School of Medicine, Shanghai 200025, P.R.China) (34). *Ifn-β*^{Δβ-luc} mice used for in vivo imaging were backcrossed to C57BL/6 albino background (42). Floxed *Ifnar1* mice (C57BL/6) crossed with CD11c-Cre mice (C57BL/6) were provided by U. Kalinke (Twincore, Hannover, Germany). *Sting*^{gt/gt} mice were from Jackson (Stock number 017537). Mice were used between 6 and 12 weeks of age at the onset of experiments and were maintained in specific pathogen free conditions. We used littermates derived from heterozygous breeding pairs (*Mavs*^{-/-}, *Mavs*^{+/-}; *Ifnar1*^{fl/fl} CD11c-Cre⁺, *Ifnar1*^{fl/fl} CD11c-Cre⁻; *Rig-I*^{-/-}, *Rig-I*^{+/-}) or cohoused mice as indicated in the results or figure legends. Animal studies were approved by the local regulatory agencies (Regierung von Oberbayern, Munich, and Landesamt für Verbraucherschutz und Lebensmittelsicherheit (LAVES), Oldenburg, Germany) and by the Memorial Sloan-Kettering Cancer Center (MSKCC) Institutional Animal Care and Use Committee (IACUC).

Bone marrow transplantation model

Allogeneic bone marrow transplants were performed as previously described (43). Briefly, recipients were given 5x10⁶ BM cells directly after lethal total body irradiation (TBI) with 2x4.5Gy (BALB/c), 2x5.5Gy (C57BL/6) or 2x5Gy (129/sv). T cell doses (CD4/CD8 or CD5 MACS enrichment, Miltenyi) varied depending on the transplant model: Donor C57BL/6 into recipient BALB/c (0.5x10⁶ or 1x10⁶ when indicated), donor BALB/c into recipient C57BL/6 (2x10⁶), donor C57BL/6 into recipient 129/sv (1x10⁶), donor B10.BR into C57BL/6 (1x10⁶). We used T cell depleted BM in all allo-HSCT experiments with BM only controls. T cell depletion of BM cells was performed as previously described (44)

Generation of chimeric recipients with *Mavs* or *Ifnar1* deficiency of hematopoietic or non-hematopoietic tissues

WT, *Mavs*^{-/-} and *Ifnar1*^{-/-} recipients (C57BL/6J) were injected as syngeneic bone marrow transplantation (BMT) with 5 x 10⁶ WT or *Mavs*^{-/-} or *Ifnar1*^{-/-} BM cells (C57BL/6) intravenously directly after TBI with 2x5.5Gy. Between 45 and 90 days after first syngeneic BMT, allogeneic HSCT (donor BALB/c into recipient C57BL/6: T cell dose 2x10⁶, TBI 2x5.5Gy; donor B10.BR into recipient C57BL/6: T cell dose 1x10⁶, TBI 2x4.5 Gy) was performed.

In vivo permeability assay (FITC-dextran)

FITC-dextran Assay was performed as previously described (35). Mice were kept without food and water for 8 hours and then FITC-dextran (#FD4-1G, Sigma) was administered by oral gavage at a concentration of 50 mg/ml in water (750mg/kg). 4.5 hours later, plasma was collected from peripheral blood (8800rcf, 10min), then mixed 1:1 with PBS and

analyzed on a plate reader at an excitation wavelength of 485 nm and an emission wavelength of 535 nm.

Determination of bacteremia

To determine bacteremia, peripheral blood was collected and centrifuged at 400g for 5 min, supernatant (blood plasma) was collected, plated and incubated at 37°C under anaerobic conditions using Columbia Agar plates. After 48h CFUs were counted and bacteremia was quantified in CFUs per ml blood plasma.

Isolation of Lamina Propria Leukocytes and intestinal epithelial cells (IEC) from the small intestine

Isolation was performed as previously described (43). Briefly, Peyer's patches were excised from ileum (defined as distal 1/3 of small intestine) and ileums were flushed with cold PBS and cut into 2 cm pieces. Longitudinally opened intestines were washed and incubated with HBSS solution containing 2mM EDTA, 10 mM HEPES, 10% FCS (Hyclone), 1% Penicillin-Streptomycin, 1 % L-Glutamine and 1 mM DTT (all Sigma-Aldrich). After incubation on a shaker (225 rpm) at 37°C for 2 x 15 min, tissues were washed and filtered through a 100 µm strainer (BD 352360). The flow-through were centrifuged for 5 min at 1,500 r.p.m and the remaining pellet was lysed in TRIzol (Ambion) for subsequent RNA extraction. Next, intestines were incubated for 45min in PBS^{+Ca/+Mg} supplemented with FCS (10%), Collagenase II (200 U/ml; Worthington), and DNase I (0.05 mg/ml; Roche) on a shaker at 37°C. Lamina Propria Leukocytes (LPL) in suspension were then purified on a 40/80% Percoll gradient (Biochrom).

In vivo analysis of neutrophil infiltration

Phenotypical analysis of neutrophils was performed as previously described (45). For assessment of neutrophil infiltration after TBI or doxorubicin treatment, 6-12 weeks old mice were irradiated with 9Gy (Balb/c) or 11Gy (C57BL/6) or treated with doxorubicin injected intraperitoneally (i.p.) (7.5mg/KG body weight, unless indicated otherwise). On day 3 after intervention mice were sacrificed, Lamina Propria Leukocytes were isolated, counted and neutrophils within the LPLs were analyzed by flow cytometry and normalized to the absolute number of averagely isolated cells (1×10^6)

Flow cytometry

Cell suspensions were stained in PBS with 3% FCS. Fluorochrome-coupled antibodies were purchased from eBioscience or BioLegend and are listed Table 1. For intracellular cytokine staining (ICS), T cells were activated with 80 nM Phorbol-12-myristat-13- acetat (PMA; Sigma), 1µM ionomycin (Merck Millipor) and Brefeldin A for 4 hours. For ICS, the Foxp3 Transcription Factor Fixation/Permeabilization Kit (eBioscience) was used according to manufacturer's instructions. Data were acquired on a FACS Canto II (BD Biosciences) and analyzed using FlowJo software (TreeStar).

Analysis of T cell proliferation *in vivo*

In vivo T cell analysis was performed as previously described (46). T cell and BM preparation was performed as described above. T cells were stained with 3.5 µM carboxyfluorescein diacetate succinimidyl ester (CFSE, eBioscience) for 12 minutes at

37°C, washed and counted. 15×10^6 stained cells were transplanted into lethally irradiated allogeneic recipients as described above. Spleens were harvested on day 3 and analyzed with FACS.

Crypt isolation

Isolation of intestinal epithelial crypts was performed as previously described (26). Briefly, after harvesting small intestines, the organs were opened longitudinally and washed. Small intestine was incubated in 10 mM ethylenediamine-tetraacetic acid (EDTA) for 25 min (4°C) to dissociate the crypts. The supernatant containing crypts was collected.

Organoid culture

250 crypts per well were suspended in liquefied growth factor reduced Matrigel (Corning) (33% ENR-medium; 66% growth factor reduced Matrigel) at 4°C. Then, they were plated in delta-surface Nunc 24-well plates in 30 μ L drops, each containing approximately 250 crypts. After the Matrigel drops polymerized, 500 μ L complete crypt culture medium was added to small intestine crypt cultures (ENR-medium: advanced DMEM/F12 (Life technologies), 2 mM L-glutamine (Sigma), 10 mM HEPES (Life technologies), 100 U/ml penicillin/100 μ g/ml streptomycin (Life technologies), 1.25 mM N-acetyl cysteine (Sigma), 1x B27 supplement (Life technologies), 1x N2 supplement (Life technologies), 50 ng/ml mEGF (PeproTech), 100 ng/ml rec. mNoggin (PeproTech), 5% human R-spondin-1 conditioned medium of hR-spondin-1-transfected HEK 293T cells). Together with the crypt culture medium, 2 μ g/ml of 3pRNA or 2 μ g/ml of ISD complexed with Lipofectamine 2000 (Invitrogen) or recombinant murine (rm) IFN- β (20 U/ml; PBL (12400-1)) was added. All plates were incubated at 37 °C/5% CO₂ and medium was replaced every 2-3 days. IFN- β was added again with every medium change. For IFN α R1 blockade, 10 μ g/ml of antibody were added to the matrigel before polymerization and with every medium change (MAR1-5A3 anti-mIFN α R1 antibody or MOPC-21 Mouse IgG1 as isotype control (BioXCell)).

Histopathologic analysis

Intestines were harvested 8 days after allo-HSCT or 72 hours after TBI for histopathologic assessment of intestinal tissue injury. Samples were formalin-preserved, paraffin-embedded, sectioned, and stained with hematoxylin and eosin (H&E). For evaluation of intestinal GVHD after allo-HSCT, blinded scoring was performed by experienced pathologists (C.L. or M.R.) as previously described (47). For evidence of intestinal tissue damage after TBI, tissues were examined by four established criteria in a blinded fashion by a pathologist (S.M.): crypt apoptosis (% of crypt containing at least 1 apoptotic cell), crypt abscesses (Absent (0), Present (1)), granulocytic infiltrates (Absent (0), minimal (1), mild (2), moderate (3), marked (4)) and villus atrophy (absent (0), minimal (1), mild (2), moderate (3), marked (4)). Each mouse was given an individual cumulative score (histopathology score) based on the above criteria.

Immunohistochemistry

Intestines of mice 8 days after allo-HSCT were harvested, formalin-fixed, paraffin embedded. The immunohistochemical detection of Lysozyme was performed using Discovery XT processor (Ventana Medical Systems). The tissue sections were

deparaffinized with EZPrep buffer (Ventana Medical Systems), antigen retrieval was performed with CC1 buffer (Ventana Medical Systems) and sections were blocked for 30 minutes with Background Buster solution (Innovex). Slides were incubated with anti-Lysozyme antibodies (DAKO; cat# A099; 2ug/ml) for 5h, followed by 60 minutes incubation with biotinylated goat anti-rabbit IgG (Vector labs, cat#PK6101) at 1:200 dilution. The detection was performed with DAB detection kit (Ventana Medical Systems) according to manufacturer's instruction. Slides were counterstained with hematoxylin (Ventana Medical Systems) and coverslipped with Permount (Fisher Scientific). To quantify Lysozyme⁺ Paneth cells, the number of positive cells per crypt was evaluated over a 5000 μ m length of intestinal mucosa. Lysozyme⁺ Paneth cells are depicted as mean Paneth cell number / crypt. Quantification was performed in a blinded fashion by S.M.

Detection of bioluminescence and in vivo imaging

Ifn- $\beta^{\Delta\beta-luc}$ mice were injected i.v. with 100 μ l luciferin (30 mg/ml in PBS)/20 g mouse weight and anesthetized using isoflurane. Within 10 min after luciferin injection, mice or isolated organs were analyzed with an in vivo imaging instrument (IVIS 200; PerkinElmer). The acquired images were analyzed using Living Image 4.4. software.

Quantitative PCR

RNA was isolated from cells lysed in TRIzol (ambion) or from whole tissue homogenates. Tissue homogenates were prepared as follows: 1 cm large or small intestine was flushed and longitudinally opened pieces were frozen in 500ul TRIzol reagent using liquid nitrogen. After thawing, samples were supplemented with stainless steel beads 5mm (Qiagen) and homogenized using a TissueLyser II (Qiagen) 1 min with 30Hz (1800 oscillations/minute). Total RNA was isolated and transcribed using standard methods and kits according to manufacturer's protocols (RNeasy Mini Kit, Qiagen; SuperScript III Reverse Transcriptase, invitrogen). The specific primer pairs were as follows: mRegIII γ fwd TTCCTGTCCTCCATGATCAAAA, rev CATCCACCTCTGTTGGGTTCA; mActin fwd CACACCCGCCACCAGTTCG, rev CACCATCACACCCTGGTGC; mLgr5 fwd ACCCGCCAGTCTCCTACATC rev GCATCTAGGCGCAGGGATTG; mLysozymeP fwd CAG GCCAAGGTCTACAATCG, rev TTGATCCCACAGGCATTCTT.; mItgb6 fwd ATTGTCATTCCCAATGATGG, rev CATAGTTCTCATAACAGATGGAC. The qPCR Core kit for SYBR Green I (Eurogentec) and a LightCycler 480 II (Roche) Real-Time PCR System were used as indicated by the manufacturer. The relative transcript level of each gene was calculated according to the 2^{-Ct}, for unnormalized genes, and the 2^{- $\Delta\Delta$ Ct} method, for the genes normalized to β -Actin. Alternatively, the following Taqman Expression Assay IDs were used: BETA-ACTIN Mm01205647_g1; IFNB1 Mm00439552_s1; REG3G Mm00441127_m1;

Measurement of cytokines

TNF and IL-6 were analyzed using the Cytometric Bead Array Enhanced Sensitivity Flex Set System (BD) according to manufacturer's instructions. IFN α and IFN β were analyzed by ELISA (PBL Assay Science) according to manufacturer's instructions.

Assessment of epithelial regeneration in intestinal organoid cultures

To determine the effect of 3pRNA / interferon stimulatory DNA / rmIFN- β on organoid size and morphology, bright-field microscopy images were taken using a Zeiss Axiovision Observer microscope with a 5x objective lens after 5 or 7 days in culture. 2D area and perimeter were analyzed using border perimeter tracing of organoids found in four representative fields of each well using Image J software. For assessment of gene expression by quantitative (q) PCR, organoids were subjected to RNA extraction 24 hours after culture using Trizol reagent (Invitrogen) according to manufacturer's protocol. Isolated RNA was reverse-transcribed using the Quantitect Reverse Transcription Kit (Qiagen). Gene expression was assessed by quantitative real-time PCR using Taqman Expression Assay pre-designed probes (Applied Biosystems). Signals were normalized to β -Actin. mRNA expression. Normalized values were used to calculate relative expression by $\Delta\Delta C_t$ analysis or absolute expression by ΔC_t . Taqman IDs are depicted below (qPCR).

Reagents

OptiMEM reduced-serum medium was from Invitrogen. Double-stranded in vitro-transcribed 3pRNA (sense, 5'- UCA AAC AGU CCU CGC AUG CCU AUA GUG AGU CG -3') was generated as described (22). Synthetic dsRNA with the same sequence but lacking the 5'-triphosphate (synRNA) was purchased from Eurofins (Ebersberg, Germany). Interferon stimulatory DNA was purchased from Invivogen.

Drug treatment

Mice were treated on indicated time points with 3pRNA or interferon stimulatory DNA (25 μ g if not indicated otherwise). 3pRNA / interferon stimulatory DNA was complexed in 3.5 μ l in vivo-jetPEI (Polyplus) and injected intravenously. In some experiments mice were treated i.p. with 500ug IFN α 1 blocking antibody (Clone: MAR1-5A3, BioXCell, West Lebanon, NH) or IgG1 Isotype control (Clone: MOPC-21, BioXCell, West Lebanon, NH) as indicated.

16S RNA gene Sequencing

Stool specimens were stored at -80°C. DNA was purified using a phenol-chloroform extraction technique with mechanical disruption (bead-beating) based on a previously described protocol (48) and analyzed using the Illumina MiSeq platform to sequence the V4-V5 region of the 16S rRNA gene. Sequence data were compiled and processed using mothur version 1.34(49), screened and filtered for quality (50), then classified to the species level (51) using a modified form of the Greengenes reference database (52), screened and filtered for quality (50), then classified to the species level (51) using a modified form of the Greengenes reference database (52).

Quantification of Plasma DNA levels

Mouse plasma was collected from peripheral blood (8800rcf, 10min). Plasma samples of 3-4 mice were combined to a final volume of 400-500 μ l and DNA extracted using the QIAamp Circulating Nucleic Acids Kit (Qiagen). dsDNA was quantified using a Qubit 2.0 Fluorometer with the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific).

GVT model and bioluminescence imaging

A20-TGL (H-2^d), a BALB/c B-cell lymphoma, were generated as described previously (53). A20-TGL tumor cells were inoculated via separate intravenous injection on the day of allo-BMT (54). To visualize and quantify tumor burden, A20-TGL inoculated mice were administered D-luciferin (Goldbio), anesthetized, and imaged using in vivo bioluminescence imaging systems (Caliper Life Sciences)

Cell lines, culture and RNA transfection, feces RNA isolation

Mode-K cells were purchased from Dominique Kaiserlian (French Institute of Health and Medical Research, Unit of Immunity Infection Vaccination, France) and cultured as previously described (31). Cell lines were tested as mycoplasma negative. Where indicated, MODE-K cells were transfected with mouse RIG-I siRNA (100 μ M, Eurofins Genomics,) or control siRNA (Qiagen) using Lipofectamine 2000 (Life Technologies) according to manufacturer's instructions. After 48 h, cells were transfected with 3pRNA (0.8 μ g/mL) or mouse feces-derived RNA complexed to Lipofectamine 2000. Supernatants were collected and RNA was extracted 18h after transfection followed by IFN- β measurement with ELISA (PBL Assay Science) or by assessment of IFN- β mRNA by qPCR. Mouse feces from healthy WT mice was diluted (RNAprotect Reagent, Qiagen) and homogenized with Glass beads (Sigma) and a TissueLyser II (Qiagen). After centrifugation, supernatant was subtracted and total feces RNA was isolated using standard methods and kits according to manufacturers' protocols.

Gene Expression Profiling Analysis

For gene expression profiling analysis, (i) Balb/c mice were solely irradiated (9Gy) (n=3), (ii) pretreated with 3pRNA prior (d-1) to irradiation (n=3) or (iii) pre-treated with 3pRNA (d-1) + α -IFN α 1 blocking antibody (d-2) prior to irradiation (n=3). RNA from small intestines was isolated 12 h after irradiation and used for RNA sequencing. Poly(A) RNA sequencing was performed with three biological replicates for each group and analyzed with an Illumina HiSeq2500 platform. 

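The libraries of a group resembled each other over the genes tested, with a correlation across genes of log2 scaled counts between 0.967 and 0.984 for the pairs within TBI, 0.979 and 0.987 within 3pRNA + TBI and 0.979 and 0.985 within 3pRNA + anti-IFNAR1 + TBI. Genes within a sample are not independent replicates, so these values describe the libraries only. No pair of a group differed by as little as sampling noise. A chi-square statistic of the counts of each pair, divided by its degrees of freedom, would be near 1 for 2 copies of a library and lay between 7.17 and 27.4. Each mouse was therefore counted as 1 sample. TBI replicate 2 was nearest to a library of another group, 3pRNA + anti-IFNAR1 + TBI replicate 2, with a correlation across genes of 0.987.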

The heatmap depicted in Fig. S4D shows all genes listed in the interferome database (55) that show significantly changed gene expression of 3pRNA pretreated and irradiated mice compared to both the other groups simultaneously.

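Interferon-stimulated genes were among the genes that 3pRNA raised and IFNAR blockade lowered. Over all genes tested, 123 genes were higher in 3pRNA + TBI than in TBI and also lower in 3pRNA + anti-IFNAR1 + TBI than in 3pRNA + TBI, and 39 of them belong to the fixed interferon-stimulated list. They are 70.7% of the genes lowered by blockade and 24.9% of those raised by 3pRNA. Their median log2 change was 1.34 with 3pRNA and -1.71 under blockade. Oas2, which senses double-stranded RNA, had 97.4 ± 52.2 (SD, n = 3) scaled counts in TBI, 1289.9 ± 73.2 (SD, n = 3) in 3pRNA + TBI and 133 ± 149 (SD, n = 3) under blockade. Trim30a had 160.4 ± 47.8, 1376 ± 220.3 and 101 ± 61.5. Ly6g, a surface protein of neutrophils, had 11.0 ± 2.21, 139 ± 42.4 and 11.6 ± 4.91, and was the only neutrophil marker of 8 tested that was called with 3pRNA. Mlkl, the executor of necroptosis, had 210.4 ± 17.7, 440.4 ± 63.4 and 177 ± 19.2, and Saa3, an acute-phase protein, had 105 ± 28.6, 368 ± 80.0 and 58.3 ± 12.3.
The opposite course, lower with 3pRNA and higher under blockade, was taken by 22 genes, none of them in the interferon-stimulated list. Pccb, a subunit of propionyl-CoA carboxylase, had 605 ± 34.1, 273 ± 18.8 and 582 ± 9.75 in the same order of groups, Ccl5, a chemokine, had 367 ± 24.2, 150.1 ± 41.6 and 299 ± 22.8, and Spink4, a goblet cell gene, had 4141 ± 363, 2516 ± 134 and 4212 ± 298. Of the 123 genes, 112 had a lower mean log2 level under blockade than with TBI alone and 11 a higher one. None passed the test between those groups, but neither did any other of the 14199 genes tested. This therefore does not show that the 123 genes returned to their level in TBI. Independent lists of the same sizes would share 6.05 genes (in the opposite direction 0.570), and 100 simulations of unchanged groups gave no gene raised by 3pRNA and lowered by blockade in any, a value that leaves out the effects and so does not bound the part due to the shared libraries. Both comparisons use the same 3pRNA + TBI libraries, which are too few to halve, so part of the excess may come from them. The overlap fell to 50 and 65 genes without 3pRNA + TBI replicate 1 or 3, to 65 without TBI replicate 1 and to 79 without blockade replicate 1.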

Data Analysis

The output data (FASTQ files) were mapped to the target genome using the rnaStar aligner that maps reads genomically and resolves reads across splice junctions. We used the 2 pass mapping method in which the reads are mapped twice. The first mapping pass used a list of known annotated junctions from Ensemble. Novel junctions found in the first pass were then added to the known junctions and a second mapping pass was done. After mapping we computed the expression count matrix from the mapped reads using HTSeq (www-huber.embl.de/users/anders/HTSeq) and one of several possible gene model databases. The raw count matrix generated by HTSeq was then processed using the R/Bioconductor package DESeq (www-huber.embl.de/users/anders/DESeq) which was used to both normalize the full dataset and analyze differential expression between sample groups.

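The deposited matrix holds 19360 genes in 9 libraries. Its values are counts divided by 1 size factor per library, with 1 added to each, so a gene without reads stands at 1. The strand setting of the counting, the versions of the tools and the gene models are not given in the sources used here, and genes that overlap on opposite strands cannot be told apart. The processing notes of the submitters name the mouse genome build mm9. DESeq tests counts with a negative binomial model, while limma was used here on log2 values because the values as deposited are scaled and not raw counts. Whole counts could be recovered once the added 1 was subtracted. The count tests listed beforehand for that case were not run. In the authors' deposited tables, which list genes with an adjusted p under 0.05 and hold no absolute log2 ratio under 1.00, as a 2-fold limit would leave them, 294 genes changed between 3pRNA + TBI and TBI, 263 of them higher with 3pRNA, and 138 changed between blockade and 3pRNA + TBI, 128 of them lower under blockade. Of those tested here, limma called 260 of 292 and 120 of 133, and each tested gene of both tables had the same direction here. At an adjusted p under 0.05 and a fold of at least 2, limma called 367 and 124 genes, of which 112 and 7 are absent from those tables. Genes of the authors' deposited table for 3pRNA that limma did not call included Scd1, a fatty acid desaturase, with 116 ± 27.3 (SD, n = 3) in TBI and 1334 ± 713 (SD, n = 3) in 3pRNA + TBI (adjusted p = 0.084 from limma), and Rsad2, the antiviral viperin, with 340.3 ± 33.5 and 1038 ± 410.0 (adjusted p = 0.085 from limma).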

A heatmap was generated using the heatmap.2 function from the gplots R package. The data plot was the mean centered normalized log₂ expression of the top 100 significant

genes. For simple hierarchical clustering the correlation metric was used ($D_{ij} = 1 - \text{cor}(X_i, X_j)$) with the Pearson correlation on the normalized log2 expression values.

Statistics

Animal numbers per group (n) are depicted in the figure legends. We never used technical replicates. GraphPad Prism version 6 was used for statistical analysis. Survival was analyzed using the Log-rank test. Differences between means of experimental groups were analyzed using two-tailed unpaired t test or ordinary one-way Anova correspondingly to the distribution shape of our observations. We used ordinary one-way Anova for multiple comparisons and always performed Dunnett's test for Multiple-test corrections. Applied statistical tests are indicated in the figure legends. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). Data are presented as mean $\pm$ S.E.M.

Table S1. Antibodies.

Target structure	Clone#	1DegreeBio ID
CD11b	M1/70	1DB-001-0001021785
CD11c	N418	1DB-001-0000839554
CD3	17A2	1DB-001-0001110661
CD4	GK1.5	1DB-001-0000263404
CD45.1	A20	1DB-001-0000839250
CD45.2	104	1DB-001-0000839196
CD8a	53-6.7	1DB-001-0000263247
IFN α 1	MAR1-5A3	1DB-001-0000840263
IFN γ	XMG1.2	1DB-001-0001110823
Ly-6G/Ly-6C (Gr-1)	RB6-8C5	1DB-001-0000839101

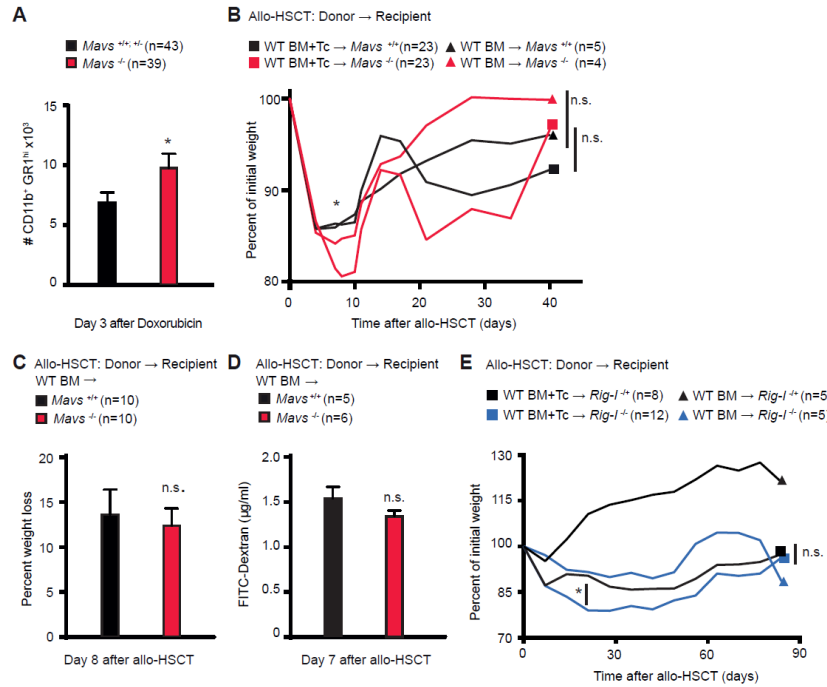

Figure S1

Figure S1. Endogenous RIG-I / MAVS signaling reduces intestinal tissue damage by conditioning therapy and attenuates GVHD. (A) LPL isolated from small intestines of *Mavs*^{+/-} / *Mavs*^{+/-} and *Mavs*^{-/-} mice were analyzed by flow cytometry on day 3 after treatment with doxorubicin (20mg/kg). Pooled data of 3 independent experiments. Animal numbers per group (n) are depicted. (B) Weight loss of *Mavs*^{+/-} and *Mavs*^{-/-} animals after TBI + 5x10⁶ BM alone or BM with 2x10⁶ T cells (donor BALB/c into recipient C57BL/6). Pooled data of 4 independent experiments. Animal numbers per group (n) are depicted. (C) Weight loss on day 8 after allo-HSCT of *Mavs*^{+/-} and *Mavs*^{-/-} animals after TBI + 5x10⁶ BM alone (donor BALB/c into recipient C57BL/6). Pooled data of (B) and one additional independent experiment. Animal numbers per group (n) are depicted. (D) FITC-dextran concentrations in the serum of *Mavs*^{+/-} and *Mavs*^{-/-} recipients on d7 after TBI + 5x10⁶ BM alone (donor BALB/c into recipient C57BL/6). Animal numbers per group (n) are depicted. (E) Weight loss of *Rig-I*^{+/-} and *Rig-I*^{-/-} animals after TBI + 5x10⁶ BM alone or BM with 1x10⁶ T cells (donor C57BL/6 into recipient 129/sv). Animal numbers per group (n) are depicted. Experiments were analyzed using two-tailed unpaired t test. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). Data are presented as mean ± S.E.M

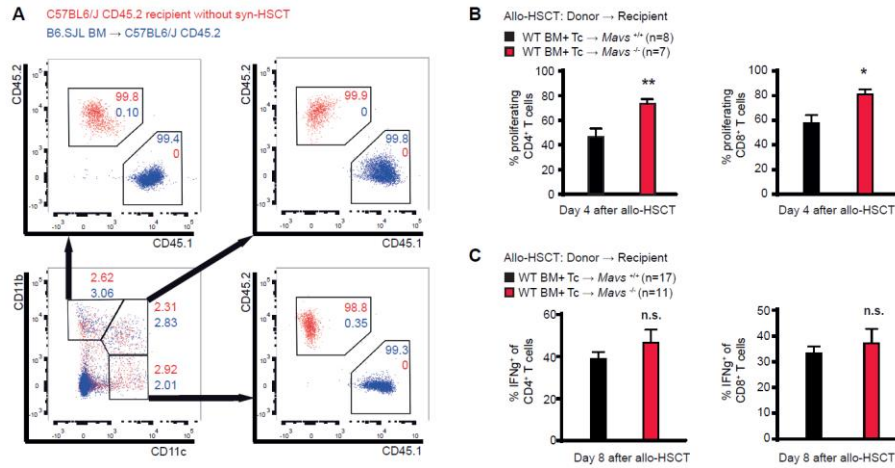

Figure S2

Figure S2. Donor-derived T cells show enhanced alloreactivity in *Mavs*^{-/-} allo-HSCT recipients. (A) CD45.2⁺ C57BL/6 recipients (n=3) received TBI (11Gy) and 5x10⁶ syngeneic CD45.1⁺ BM and were analyzed 43 days after BMT and compared to CD45.2⁺ animals that did not receive TBI and BMT (n=3). Shown is the analysis of small intestine live lamina propria leukocytes (LPL) of one representative animal per group. (B) *Mavs*^{+/+} and *Mavs*^{-/-} littermates received TBI + 5x10⁶ BM cells and 15 x10⁶ CFSE labeled T cells (donor BALB/c into recipient C57BL/6). On day 4 after allo-HSCT splenic cells were analyzed by flow cytometry to identify proliferating CFSE labeled donor T-cells. Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (C) LPL isolated from small intestines of *Mavs*^{+/+} and *Mavs*^{-/-} mice that received TBI + 5x10⁶ BM cells and 2 x10⁶ T cells (donor BALB/c into recipient C57BL/6) were analyzed on day 8 after allo-HSCT by flow cytometry. Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. All experiments were analyzed using two-tailed unpaired t test. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). Data are presented as mean ± S.E.M.

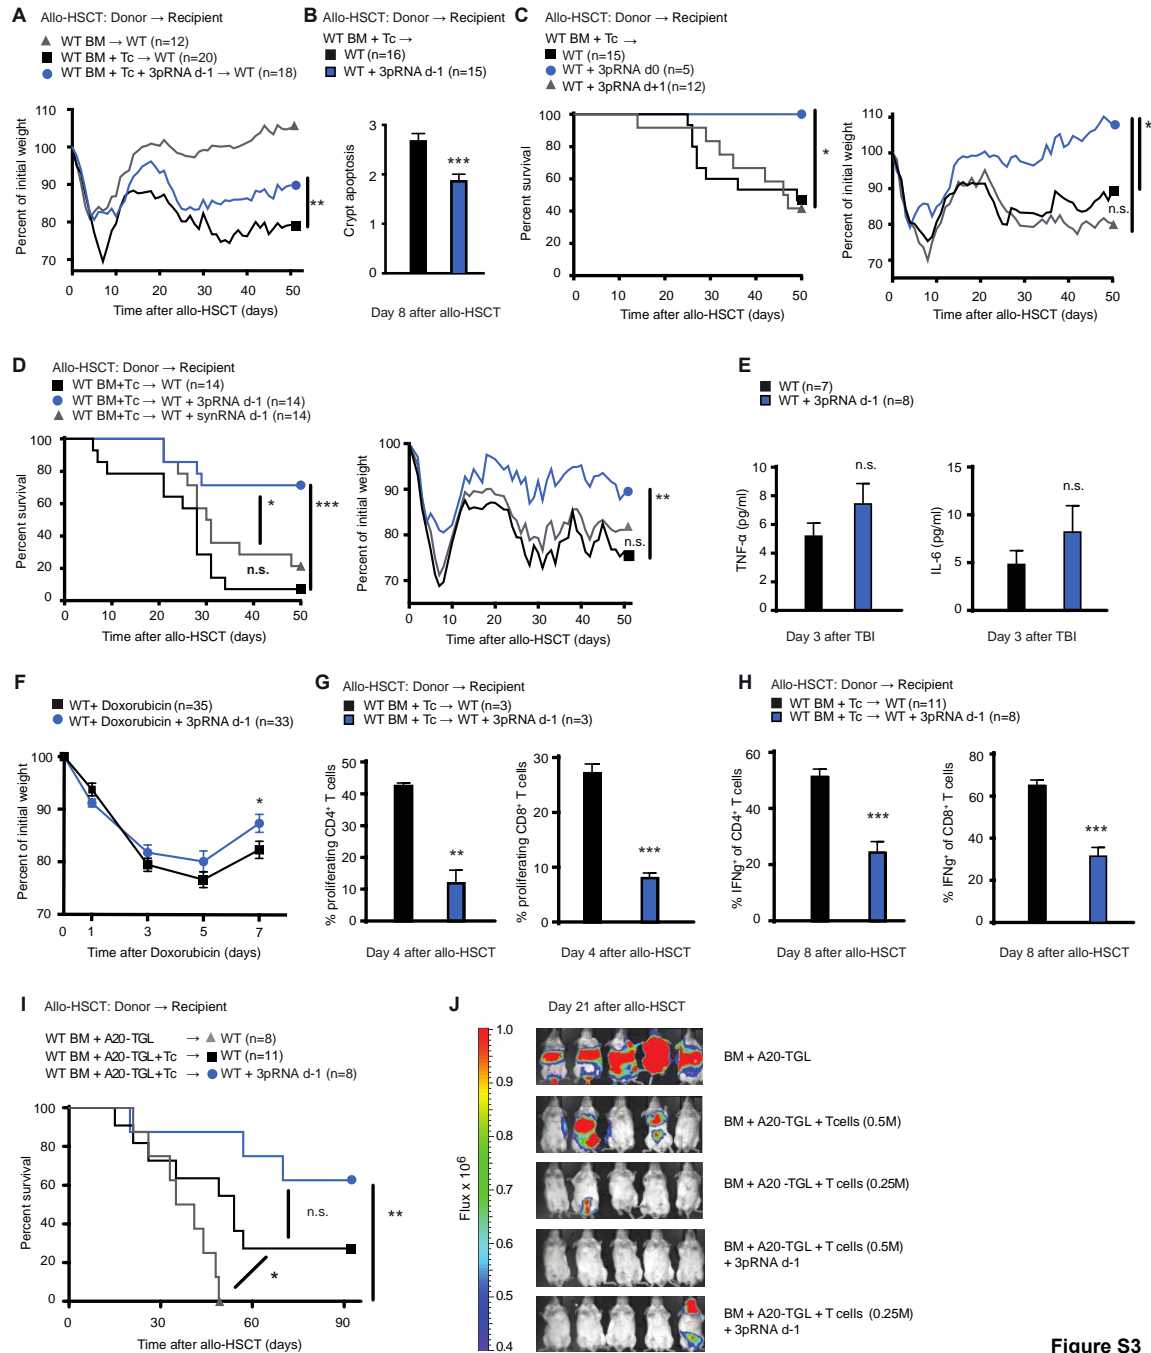

Figure S3

Figure S3. RIG-I ligands have to be applied before or during allo-HSCT to exert their protective effects and do not affect GVL. (A) Weight loss of animals after 9Gy TBI + 5×10^6 BM alone with 1×10^6 T cells (donor C57BL/6 into recipient BALB/c). Indicated mice were either left untreated or treated with 3pRNA on day -1. Pooled data of 4 independent experiments. Animal numbers per group (n) are depicted. (B) Histopathological analysis of crypt apoptosis of small intestines from allo-HSCT recipients (donor C57BL/6 into recipient BALB/c). Indicated mice were either left untreated or treated with 3pRNA on day -1. Pooled data of 3 independent experiments. Animal numbers per group (n) are depicted. (C) Survival and weight loss of allo-HSCT recipients (donor C57BL/6 into recipient BALB/c). Indicated mice were either left untreated or treated with 3pRNA on day 0 or d+1. Pooled data of 3 independent experiments. Animal numbers per group (n) are depicted. (D) Survival and weight loss of allo-HSCT recipients (donor C57BL/6 into recipient BALB/c, 9Gy TBI + 5×10^6 BM + 1×10^6 T cells). Indicated mice were left untreated or treated with 3pRNA or non-triphosphorylated control RNA (synRNA) on day -1. Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (E) Measurement of serum cytokines of BALB/c mice on day 3 after TBI (9 Gy) using cytometric bead array (CBA). Indicated mice were left untreated or treated with 3pRNA on d-1. Pooled data of 3 independent experiments. Animal numbers per group (n) are depicted. (F) Weight loss of WT mice (C57BL/6) receiving doxorubicin (20mg/kg). Indicated animals were treated with 3pRNA on d-1 or were left untreated. Pooled data of 6 independent experiments. Animal numbers per group (n) are depicted. (G) BALB/c mice received TBI + 5×10^6 BM cells and 15×10^6 CFSE labeled T cells (donor C57BL/6 into recipient BALB/c). On day 4 after allo-HSCT splenic cells were analyzed by flow cytometry to identify proliferated CFSE labeled donor T cells. Shown is one representative of 2 independent experiments. Animal numbers per group (n) are depicted. (H) Lamina propria leukocytes (LPL) isolated from small intestines of BALB/c mice on day 8 after allo-HSCT (donor C57BL/6 into recipient BALB/c) were analyzed by flow cytometry. Indicated mice were left untreated or treated with 3pRNA on d-1. Pooled data of 3 independent experiments. Animal numbers per group (n) are depicted. (I) Survival of BALB/c mice that received 8.5Gy TBI + 5×10^6 BM alone or 5×10^6 BM and 0.5×10^6 T cells (donor C57BL/6 into recipient BALB/c) and that were inoculated with 0.25×10^6 A20 tumor cells. Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (J) Allo-HSCT recipients were inoculated with A20-TGL and *in vivo* bioluminescence imaging was conducted to determine tumor burden. Bioluminescence of one representative experiment on d21 after allo-HSCT is shown. All experiments were analyzed using two-tailed unpaired t test or ordinary one-way Anova for multiple. Survival was analyzed using the Log-rank test. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). If not otherwise indicated, significance was calculated compared to untreated groups. Data are presented as mean $\pm$ S.E.M.

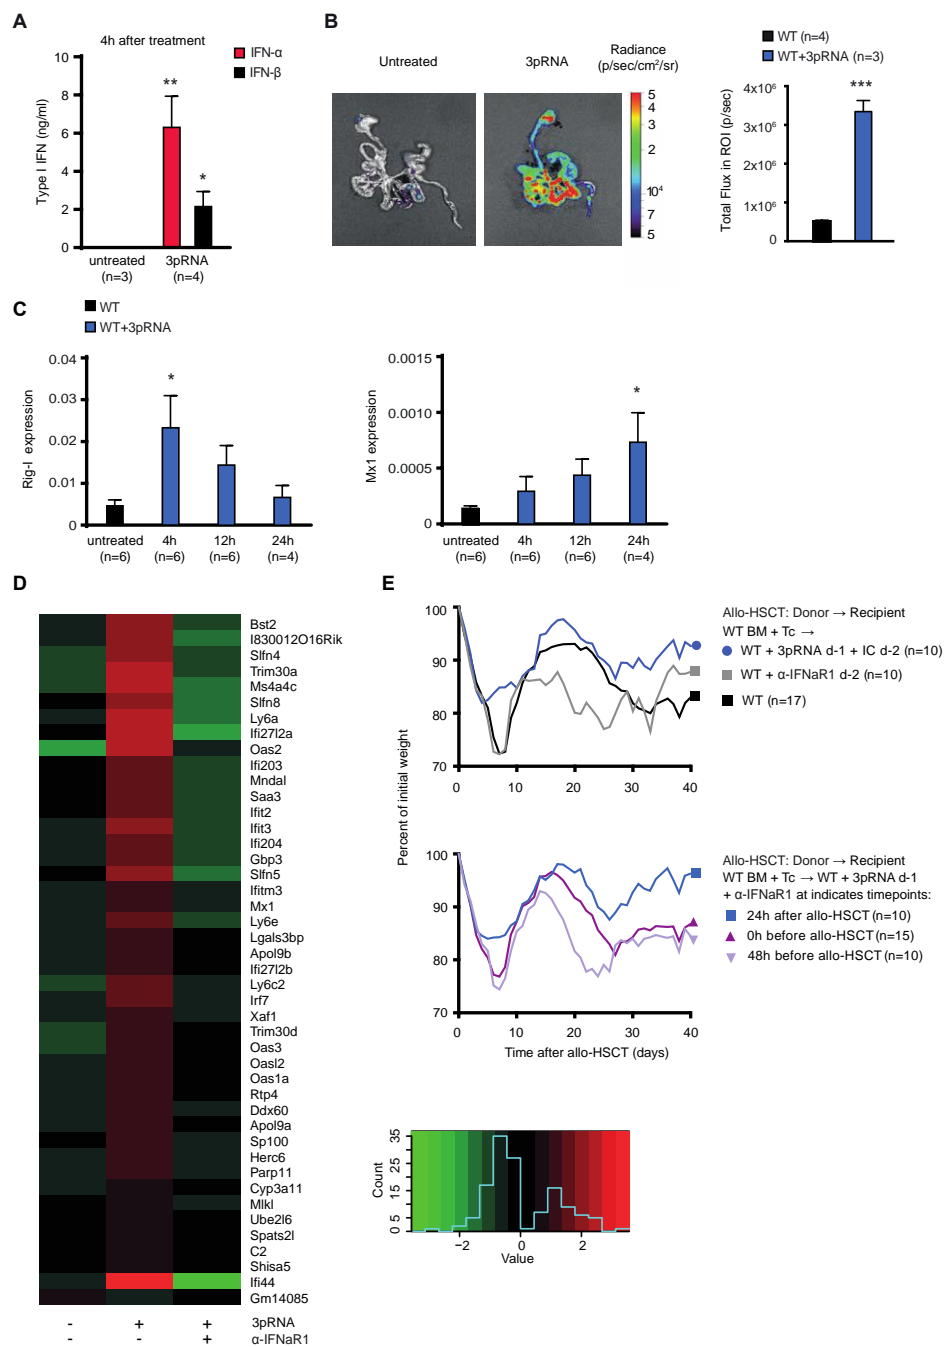

Figure S4

Figure S4. RIG-I-induced treatment effects are mediated by IFN-Is. (A) Serum Type I IFN levels of untreated or 3pRNA treated BALB/c WT mice were determined 4 h after i.v. injection of 25ug 3pRNA or vehicle control (jetPEI). Animal numbers per group (n) are depicted. (B) Left panel: Albino C57BL/6 mice carrying an IFN- $\beta^{\Delta\beta\text{-luc}}$ allele were injected i.v. with 25 μg 3pRNA. 24 hours later, luciferin was injected i.v., and luciferase activity of isolated intestines was determined by bioluminescence imaging (one representative image is shown). Right Panel: The luciferase activity was quantified in a region of interest covering the small intestine (n=4 mice in untreated group; n=3 mice in the 3pRNA treated group). One representative experiment is shown. (C) *Rig-I* mRNA transcript expression (left panel) and *Mx1* mRNA transcript expression (right panel) was determined in small intestinal epithelial cells of untreated or 3pRNA-treated BALB/c mice at the indicated time points. Relative transcript levels were normalized to the housekeeping gene *β -Actin*. Shown are pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (D) Heatmap depicting interferon regulated genes of Balb/c mice that were solely irradiated (9Gy) (n=3, **left lane**), (ii) pretreated with 3pRNA prior (d-1) to irradiation (n=3, **middle lane**) or (iii) pre-treated with 3pRNA (d-1) + α -IFN α 1 blocking antibody (d-2) prior to irradiation (n=3; **right lane**). RNA from small intestines was isolated 12 h after irradiation and used for RNA sequencing. The heatmap shows all genes listed in the interferome database that show significantly changed gene expression of 3pRNA pretreated and irradiated mice compared to both the other groups simultaneously. (E) Weight loss of allo-HSCT recipients. Indicated mice received 3pRNA on d-1 and/or α -IFN α 1 blocking. Both upper and lower panel show pooled data of the same 3 independent experiments. The lower panel shows mice that received combination treatment of 3pRNA and α -IFN α 1 blocking Ab at indicated time points. Animal numbers per group (n) are depicted. All experiments were analyzed using two-tailed unpaired t test or ordinary one-way Anova for multiple comparisons. Survival was analyzed using the Log-rank test. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). If not otherwise indicated, significance was calculated compared to untreated groups. Data are presented as mean $\pm$ S.E.M.

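The heat map of Fig. S4D names 44 genes that could be read from the picture, and all were tested here. Of these, 40 were higher in 3pRNA + TBI than in TBI and 40 were lower under IFNAR blockade than in 3pRNA + TBI, 39 of them in both comparisons, at an adjusted p under 0.05 from limma. The paper chose these genes on the same samples, so the count is not independent evidence of their direction. Among them, Slfn4 had 142 ± 33.4 (SD, n = 3) scaled counts in TBI, 1181 ± 310.3 (SD, n = 3) in 3pRNA + TBI and 95.7 ± 27.3 (SD, n = 3) in 3pRNA + anti-IFNAR1 + TBI. Irf7, the transcription factor that amplifies IFN-α production, had 2546 ± 392, 10237 ± 1285 and 2347 ± 1248. Ifit3 had 122 ± 7.97, 728 ± 128 and 62.0 ± 45.5, and Lgals3bp had 3914 ± 569, 11221 ± 1515 and 4172 ± 1570.0. Gm14085 was the one gene of the heat map that was lower with 3pRNA, with 744 ± 140.1 in TBI, 294 ± 37.1 in 3pRNA + TBI and 677 ± 36.4 under blockade. Cyp3a11, a drug-metabolizing cytochrome P450, had 332 ± 198, 915 ± 329 and 453 ± 197 and passed neither comparison (adjusted p = 0.063 and 0.45 from limma).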

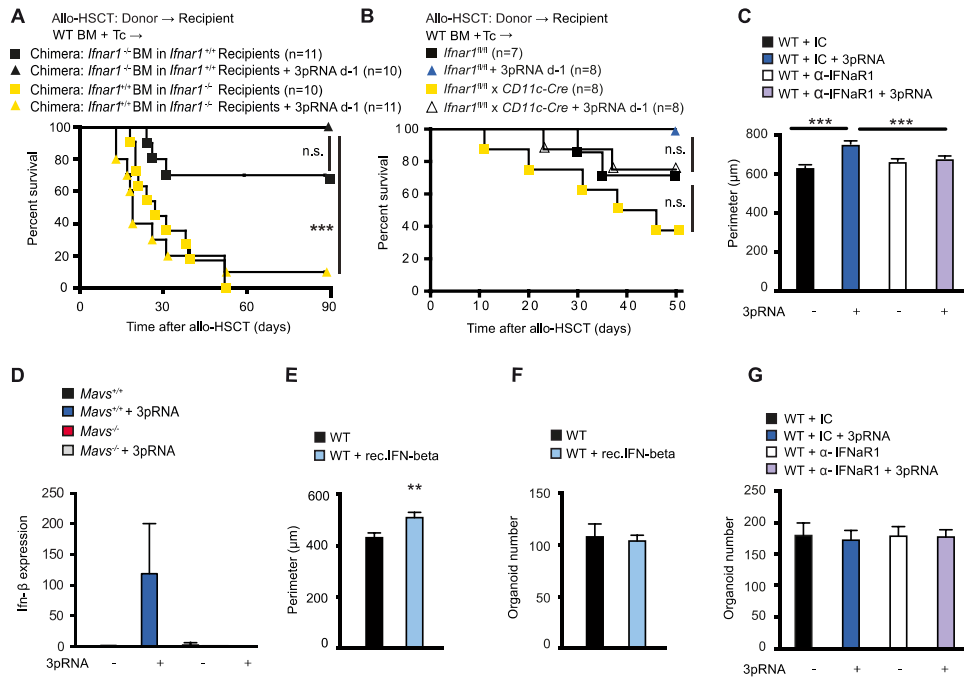

Figure S5

Figure S5. RIG-I-induced IFN-Is enhance epithelial regeneration through stimulation of the ISC compartment. (A) 90 days after syngeneic bonemarrow transplantation between *Ifnar1*^{-/-} and *Ifnar1*^{+/+} mice (C57BL/6), bonemarrow chimera were lethally irradiated and transplanted with 5×10^6 BM cells with 1×10^6 T cells from donor B10.BR mice and monitored for survival. Indicated mice were either left untreated or treated with 3pRNA on d-1. Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (B) Survival of either *Ifnar1*^{fl/fl} or *Ifnar1*^{fl/fl} *CD11cCre* allo-HSCT recipients (donor BALB/c into recipient C57BL/6) in the presence or absence of 3pRNA (d-1). Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted (C) Measurement of organoid size (perimeter) of C57BL/6 small intestinal organoids after 5 days in culture. Indicated crypts were treated with 3pRNA (2μg/ml), α-IFNaR1 blocking Ab (10ug/ml) or IgG1 Isotype control (IC). The experiment was performed 3 times and one representative experiment is shown. (D) *IFN-β* mRNA transcript expression 24 hours after 3pRNA stimulation of *Mavs*^{+/+} or *Mavs*^{-/-} small intestinal organoids. The experiment was performed 3 times and resulting data were pooled. (E) Measurement of organoid size (perimeter) of C57BL/6 small intestinal organoids after 5 days in culture. Indicated crypts were treated with rec. IFN-β (20U/ml). The experiment was performed 3 times and one representative experiment is shown. (F) Number of organoids of C57BL/6 small intestinal organoids after 7 days in culture. Indicated Crypts were treated with rec. IFN-β (20U/ml). (G) Number of C57BL/6 small intestinal organoids treated as in (C) after 7 days in culture. Survival was analyzed using the Log-rank test. All other experiments were analyzed using two-tailed unpaired t test or ordinary one-way Anova for multiple comparisons. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). Data are presented as mean ± S.E.M.

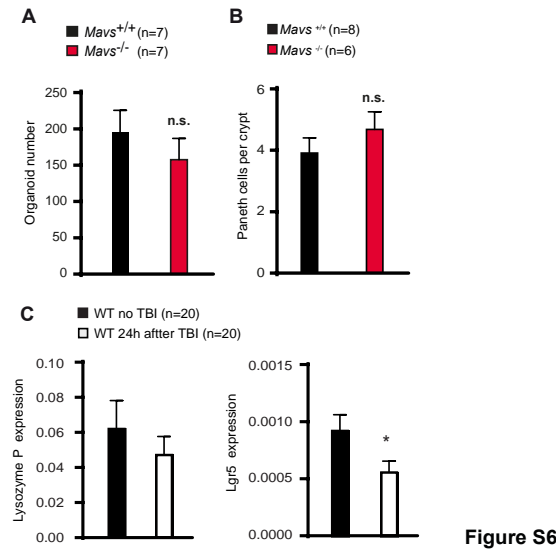

Figure S6

Figure S6. MAVS-deficient mice do not display an inherent defect in organoid formation or in the number of Paneth cells. (A) Number of organoids grown *ex vivo* from small intestinal crypts of *Mavs*^{+/+} and *Mavs*^{-/-} mice after 5 days in culture. Pooled data of 7 independent experiments. Animal numbers per group (n) are depicted. (B) Determination of Lysozyme⁺ paneth cells per crypt in the ileum of untreated *Mavs*^{+/+} and *Mavs*^{-/-} mice using immunohistochemistry (IHC). Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (C) RNA of small intestines from Balb/c WT mice isolated 24 hours after irradiation (9Gy). Gene expression was determined by qPCR. Relative transcript levels of *Lysozyme P* and *Lgr5* were normalized to the housekeeping gene *β-Actin*. Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. All experiments were analyzed using two-tailed unpaired t test or ordinary one-way Anova for multiple comparisons or. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). Data are presented as mean ± S.E.M.

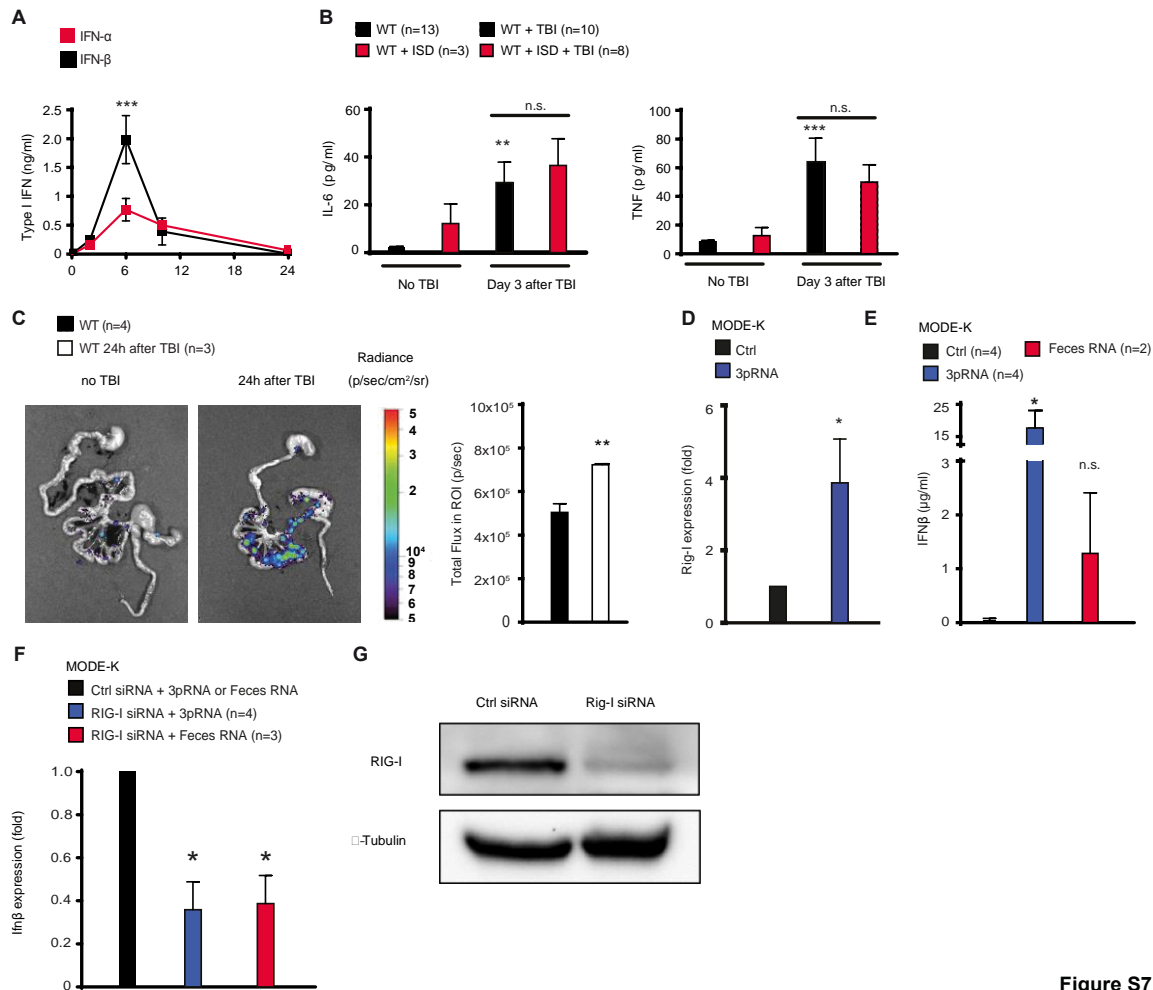

Figure S7

Figure S7. TBI and IFN-stimulatory DNA induce a systemic IFN-I response and feces-derived RNA triggers a RIG-I-dependent IFN-I response in IECs. (A) Serum levels of IFN-α and IFN-β were determined at the indicated time points (hours) after *i.v.* injection of 50μg interferon-stimulatory DNA (ISD) into C57BL/6. Pooled data of n=2 independent experiments (n=2-5 per time point). (B) Serum levels of IL-6 (left panel) and TNF-α (right panel) of untreated or irradiated (9Gy), ISD or TBI + ISD stimulated BALB/c mice. Serum levels of the indicated proteins were determined by cytometric bead array (CBA). Pooled data of 2 independent experiments. Animal numbers per group (n) are depicted. (C) Left panel: Albino C57BL/6 mice carrying an IFN-β^{Δβ-luc} allele received TBI (11Gy). 24 hours later, luciferin was injected *i.v.* and luciferase activity of isolated intestine was determined. Right Panel: The luciferase activity was quantified in a region of interest covering the small intestine (n=4 mice in untreated group; n=3 mice in the TBI group). (D) *Rig-I* mRNA transcript expression and (E) IFN-β protein expression in murine MODE-K cells 18 hours after treatment with feces-derived RNA or 3pRNA.

Number of pooled experiments depicted. **(F)** Ifn- β mRNA transcript expression 18 hours after stimulation of control- or *Rig-I*-siRNA transfected murine MODE-K cells with mouse feces-derived RNA or 3pRNA. Number of pooled experiments depicted. **(G)** RIG-I protein expression in control- or *Rig-I*-siRNA transfected murine MODE-K cells was analyzed using western blot. Number of pooled experiments depicted. The experiments were analyzed using two-tailed unpaired t test or ordinary one-way Anova for multiple comparisons. Significance was set at p values < 0.05, p < 0.01 and p < 0.001 and was then indicated with asterisks (*, ** and ***). Data are presented as mean $\pm$ S.E.M.

How the deposited data were processed for this re-analysis (not part of the article)

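Small intestine RNA of 9 BALB/c mice was analysed, 3 per group: TBI, 3pRNA + TBI, and 3pRNA + anti-IFNAR1 + TBI. Groups were taken from the sample labels and the supplement, and each library was matched to its group and replicate by its name. The antibody was given intravenously according to the labels and intraperitoneally according to the general methods of the paper, and the route for these mice is not settled here. A sentence of the results text of the paper places TBI before 3pRNA, and its next sentence, the supplement, the legend of Fig. S4D and the labels place 3pRNA before TBI, which was followed.

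The authors aligned poly(A) reads from a HiSeq2500 with STAR in 2 passes, counted them per gene with HTSeq and scaled them with DESeq. The authors' processing notes name mm9, HTSeq and DESeq without versions. Strand and gene models are not given in the sources used here. The deposited signal is the count of a gene divided by the size factor of its library, with 1 added by the authors. The authors also deposited tables of their comparisons, with log2 ratios, adjusted p-values under 0.05 and group means of the scaled signal for the genes that passed. No absolute log2 ratio in them is under 1.00, so a 2-fold limit seems to have been applied, although the sources used here name none. Their log2 ratios and p-values are printed only where the authors' deposited table is named, and no test was run on them. The gene table holds 19360 genes, of which 42 are at 0 in all libraries. For 12 genes the symbol had turned into a date, and the symbol of the reference took its place where the identifier had one. The reference used here for gene names, GC content and length, GRCm38, is not the build of the authors, and no coordinates are given.

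From the deposited values 1 was subtracted, and the result was analysed as log2(scaled count + 1) with limma 3.58.1 in R 4.3.3, with a variance trend, in 1 fit over the 3 groups. The 14199 genes with a mean scaled count of at least 10 were tested in 3 comparisons, with Benjamini-Hochberg adjustment within each and a threshold of 0.05. Of 40 gene lists, 37 had at least 3 genes tested. All 40 together hold 592 entries, of which 28 matched no gene of the table and 3 matched by another symbol. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 111 tests. At the preset correlation camera called 52 of them, at the estimated correlation 0 (smallest adjusted p = 0.22, 17 at an unadjusted p under 0.05), and fry 13 for a change in 1 direction and 45 for a change in either. Exact permutation tests of 3 mice against 3 are two-sided and cannot give a p under 0.10.

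The mapping, the design, the alternatives, the rule for named genes and the gene lists were fixed before the data were examined. The heat map of Fig. S4D had been seen by then, and of the 56 interferon-stimulated genes 32 are in the authors' deposited table for 3pRNA and 36 in that for blockade. The genes named are those the paper names, up to 12 genes per comparison and direction with the largest log2 change among genes that passed and whose groups did not overlap, up to 4 genes per list with the smallest p, genes of Fig. S4D where the text compares with it, and up to 5 genes by smallest p that only the authors' deposited tables or only limma called. Those that only limma called are not named as such, since the fold limit of those tables was seen later. Genes of Fig. S4D were read by eye and used for a tally alone. Groups did not overlap in 25.2% of genes between 3pRNA + TBI and TBI, 15.5% between blockade and 3pRNA + TBI and 19.1% between blockade and TBI, where chance gives 10%.

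The test was tried on 1 simulated data set with the means of the real genes and the median spread of genes of like expression, 14112 of them tested. Genes were drawn independently, without the most variable genes or effects shared across a library. The real data are therefore harder than this setting. For 3pRNA + TBI against TBI the test recovered 68.7% of genes changed 1.5-fold and 80.6% of those changed 2-fold, with 5 false calls over all fold sizes. For blockade against 3pRNA + TBI it recovered 71.6% and 83.6%, with 5 false calls. The alternatives were other pseudocounts, filters, scalings and thresholds, limma without a trend or with robust moderation, fits of 2 groups, the replicate number as a block, an estimated correlation and each library left out in turn. Fits without TBI replicates 1 and 3, and with a smooth muscle or adipocyte covariate, were added after seeing the data. The other experiments of the paper are not analysed here.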

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

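In this part the tests on amounts of gut wall and on 3pRNA treatment were chosen only after the result was seen, and so was the rule by which the 5 lists below were picked. Apart from interferon genes, 5 gene lists that the paper does not discuss moved between 3pRNA + TBI and TBI. Of 14 T cell markers 6 were lower (6 when adjusted over the list alone), with a median log2 change of -0.69 and an adjusted p = 0.43 from camera with an estimated correlation. Itgae, the integrin of T cells in the epithelium, fell from 203 ± 3.69 (SD, n = 3) to 103 ± 17.9 (SD, n = 3), Cd8a from 184 ± 25.4 to 95.6 ± 11.8 and the granzyme gene Gzma from 624 ± 141 to 291 ± 57.2. Of 6 genes of the proximal small intestine 3 were lower (4 when adjusted over the list alone), with a median of -0.92. Among them were Ada and Slc40a1, the iron exporter ferroportin, from 849 ± 126 to 435 ± 44.7. The adjusted p of this list was 0.22 from camera with an estimated correlation and 0.0095 from fry, where the T cell list had 0.072. Between blockade and 3pRNA + TBI the medians of the T cell and proximal lists were 0.53 and 0.58. Their adjusted p was 0.19 and 0.035 from fry, and 0.43 and 0.28 from camera with an estimated correlation. The medians of the smooth muscle, enteric neuron and glia, and adipocyte lists were -0.11, -0.33 and -1.97 there.

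The adipocyte list had a median log2 change of 4.92, and 5 of its 8 genes were at 0 in every TBI library, so this value is no bound. With these genes set to a floor of 3 counts per library the median was 3.12. The lowest 3pRNA + TBI library held 36.0 times the highest such floor for Cfd, 15.9 for Adipoq, 4.95 for Plin1, 3.02 for Lep and 2.45 for Retn. The list mean was between 1.80 and 1.96 in the TBI libraries, between 6.54 and 7.82 in the 3pRNA + TBI libraries, and 7.67, 2.13 and 5.58 in blockade replicates 1, 2 and 3.

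The smooth muscle list had a median log2 change of 1.94 and the enteric neuron and glia list of 1.88, with Smtn at 234 ± 122 (SD, n = 3) in TBI and 589 ± 94.5 (SD, n = 3) in 3pRNA + TBI. GC content and gene length do not account for it as the whole cause, since the median over the 21 genes of both lists was 1.91, and 1.91 and 1.94 after the GC and length trends were removed. Different amounts of outer gut wall in the tissue pieces may account for it, as the smooth muscle list mean ranged over 2.15 on the log2 scale within TBI and differed by 1.82 between 3pRNA + TBI and TBI, but this and an effect of 3pRNA treatment cannot be told apart with 3 mice per group. For 3pRNA treatment, 1 TBI library, replicate 2 (9.87), lay above the lowest library with 3pRNA, which was blockade replicate 2 (9.63). Every TBI library lay below every 3pRNA + TBI library, the lowest of which was at 10.1. The first bound set for this test would have counted TBI replicate 2 against an effect of 3pRNA. That bound was changed after the value was seen because 1 of 3 libraries excludes little.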

How the results depend on the processing

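The fits with a covariate or without TBI replicates 1 and 3 were chosen only after the result was seen. The median log2 change of the interferon-stimulated list kept its direction in 3pRNA + TBI vs TBI and in blockade vs 3pRNA + TBI under all settings run. Where a setting changed a result below, the cause was not tested. At an adjusted p under 0.10, 1695 genes changed between 3pRNA + TBI and TBI. With a fold of at least 2 added, 367 changed there, 124 between blockade and 3pRNA + TBI, and 73 were raised by 3pRNA and lowered by blockade. Limma without a trend gave 209, 103 and 58, and 2-group fits gave 454 for 3pRNA. With the replicate block camera passed 57 list tests at the preset correlation and fry 7 for a change in 1 direction, and without it 52 and 13. With an estimated correlation 0 list tests passed, and the interferon-stimulated list had medians of 1.38, -1.81 and -0.34 in 3pRNA + TBI vs TBI, blockade vs 3pRNA + TBI and blockade vs TBI.

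Apol9a in 3pRNA + TBI vs TBI passed with a log2 change of 1.69 at a pseudocount of 5, 1.72 with no filter, 1.77 with equal upper quartiles, 1.83 with equal totals and 1.72 in the 2-group fit, where Apol9b passed with 1.41. The fall of Apol9a under blockade, -2.20, did not pass in limma without a trend (adjusted p = 0.14), with robust moderation (0.20), in the 2-group fit (0.069) or without TBI replicates 1 and 3 (0.063). The replicate block gave 1223 genes for 3pRNA, 1 for blockade vs TBI, and passed Apol9a (1.72) and Apol9b (1.41) for 3pRNA. No source says that replicate numbers pair mice. Of 9 same-numbered pairs 5 had a correlation of deviations over 0.1 (r -0.19 to 0.34). The mean r was 0.15 for same-numbered pairs and -0.074 for the other pairs. Since the mean of each group was subtracted, the second value follows largely from the first and adds no evidence. Of 9 libraries 5 correlated best with their own number in both other groups. An effect shared by libraries of the same number is thus not excluded. Without TBI replicates 1 and 3, which leaves 1 TBI mouse and so less power, 104 genes changed with 3pRNA and 56 overlapped. With a smooth muscle covariate these were 89 and 61, and the interferon-stimulated median in blockade vs TBI was -0.057. With an adipocyte covariate they were 42 and 41, that median reversed to 0.048 and Apol9b passed under blockade (-2.33). These changes with 3pRNA reversed: Cfd -0.023, Adipoq -0.13, Cyp2e1 -0.73, Plin1 -0.35 and Thrsp -0.64. That says nothing of Cfd, Adipoq and Plin1, since the covariate contains them and so removes their change. Within the groups this covariate mainly set blockade replicate 2 (2.13) apart from blockade replicates 1 and 3 (7.67 and 5.58). The values with it thus rest largely on 1 library.

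With each library left out in turn, the genes changed were 140 to 920 for 3pRNA, 89 to 223 for blockade vs 3pRNA + TBI and 0 to 355 for blockade vs TBI (the highest without TBI replicate 2), and the overlap 50 to 125. Apol9a ranged from 1.58 to 1.84 for 3pRNA and from -2.87 to -1.70 under blockade, and Apol9b from 1.30 to 1.60 and from -2.36 to -1.33. Of 528 named gene results 136 were called in the main fit. Of their 11478 values under other settings, 10701 counted as kept, 604 lost the call, 168 gained it and 5 reversed. A result that was not called could turn its sign and still count as kept. Apol9a in blockade vs TBI did so without blockade replicate 3, with a log2 change of 0.014. Tests with edgeR and DESeq2 on recovered reads were listed beforehand for the case that the values are whole multiples of 1 read. That holds once the added 1 is subtracted, but these tests were not run, because the suitability of a count test was judged on the values as deposited, with the 1 in them. How the calls would stand in edgeR or DESeq2 is thus not known here. The authors' own DESeq calls are the only count test to compare with. At 6487053 to 19946586 reads per library, genes with a mean scaled count under 10 were not tested.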

Differences from the paper's values

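The paper states that 3pRNA raised apolipoproteins L9a and L9b in the small intestine of irradiated mice and that this depended entirely on IFN-I. Here, in the fit of all 3 groups, Apol9a had a log2 change of 1.72 with 3pRNA (adjusted p = 0.051 from limma) and Apol9b of 1.41 (adjusted p = 0.074), so neither passed, and under blockade Apol9a passed and Apol9b did not. The spread of the blockade mice enters that fit, and both genes passed with 3pRNA when only TBI and 3pRNA + TBI were fitted. The authors' deposited table for 3pRNA gives 1.73 and 1.44 for the 2 genes, and both are called there. The authors' deposited table for blockade calls both as well, with -1.87 and -1.46. At the threshold of 0.10, set beforehand for counts of genes, both would pass with 3pRNA and under blockade in the fit of all libraries. Of the alternative fits set before the data were examined, judged at 0.05, Apol9a with 3pRNA passed at a pseudocount of 5 (adjusted p = 0.047 from limma), with no filter (0.048), with equal upper quartiles (0.046), with equal totals (0.038), in the 2-group fit (0.0015), with the replicate block (0.042), and without blockade replicate 2 (0.0016) or 3 (0.035), and not in the others. Apol9b with 3pRNA passed in the 2-group fit (0.0054), with the replicate block (0.049) and without blockade replicate 2 (0.0025), and not in the others. Apol9b under blockade passed without blockade replicate 2 (1.2e-04) and with the adipocyte covariate, which was chosen after seeing the values (0.0086).

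The paper describes the genes of Fig. S4D as changed in 3pRNA + TBI against both other groups. Of the 44 genes read, 39 were higher and then lower here, and Gm14085 was lower and then higher, while Apol9a and Ifi27l2b passed 1 of the comparisons and Apol9b and Cyp3a11 none. In the authors' deposited table for blockade against TBI 25 genes passed, and none of them passed limma here, although 23 had an unadjusted p under 0.05 and all had the same direction. The genes of the authors' deposited table include Ifi27l2a and the adipocyte genes Cfd and Adipoq. In the authors' deposited tables 76 genes were raised by 3pRNA and lowered by blockade, of which 66 were called in both comparisons here.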

Other observations

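In this part the tests on time of day, on a mislabelled library, on incomplete blockade and on thinned depth were chosen only after the result was seen, and so was the split of clock genes by phase. Genes of the epithelium and of metabolism also changed between 3pRNA + TBI and TBI. Of 19 cholesterol synthesis genes 5 were lower and none was higher (0 higher and 13 lower when adjusted over the list alone, adjusted p = 0.28 from camera with an estimated correlation), among them Idi1, from 230.3 ± 4.53 (SD, n = 3) to 157 ± 13.4 (SD, n = 3), and Mvd, of the mevalonate pathway, from 699 ± 12.4 to 446 ± 68.7. Of 13 xenobiotic metabolism genes 3 were higher and none was lower (6 higher and 0 lower when adjusted over the list alone, adjusted p = 0.46 from camera with an estimated correlation), with the glutathione transferase gene Gstm3 at 29.6 ± 14.1 and 119.6 ± 4.66. Of 13 Paneth cell markers 2 were lower and none was higher (0 higher and 7 lower when adjusted over the list alone, adjusted p = 0.36 from camera with an estimated correlation). Of 11 goblet cell markers Spink4 alone was called, as lower (0 higher and 2 lower when adjusted over the list alone, adjusted p = 0.28 from camera with an estimated correlation). From fry the adjusted p of the cholesterol, xenobiotic, Paneth and goblet cell lists was 0.013, 0.18, 0.058 and 0.0095. Between blockade and TBI the median log2 changes of these lists, in that order, were -0.24, 0.55, -0.020 and -0.026. Between blockade and 3pRNA + TBI they were 0.056, -0.12, 0.33 and 0.19.

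The paper reports other genes in experiments other than this one. Lyz1, a lysozyme gene of Paneth cells, fell from 23789 ± 1613 (SD, n = 3) in TBI to 15256 ± 615 (SD, n = 3) in 3pRNA + TBI (adjusted p = 0.023 from limma) and stood at 22675 ± 3369.5 under blockade. Reg3g, an antimicrobial lectin, had 143721 ± 21368, 103981 ± 29405 and 82853 ± 27698, and Lgr5, a stem cell marker, had 88.7 ± 17.8, 79.8 ± 16.0 and 121 ± 15.2, with no comparison past the threshold. Itgb6 had 1099 ± 202 in TBI and 783 ± 112 in 3pRNA + TBI (adjusted p = 0.065 from limma). Il22 and Il6 had at most 2.32 and 2.19 scaled counts in any library and were not tested.

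Clock genes differed between 3pRNA + TBI and TBI, which may mark another phase of the clock. Of 14 clock genes 4 were higher and 2 lower (6 higher and 3 lower when adjusted over the list alone, adjusted p = 0.55 from camera with an estimated correlation), with Dbp at 86.1 ± 32.3 (SD, n = 3) in TBI and 267 ± 41.7 (SD, n = 3) in 3pRNA + TBI and Cry1 at 542 ± 33.0 and 375 ± 55.6, and the score of 9 genes of the Dbp phase minus 4 of the Arntl phase differed by 1.65 (standard error 0.39). Between blockade and TBI the score also differed, by 1.43 (standard error 0.39). The median log2 change of the clock list between blockade and 3pRNA + TBI was -0.088. For 3pRNA + TBI against TBI the GC trend is argued against as the whole cause of the score difference, which was 1.64 after its removal. Outer gut wall in the tissue pieces may account for part of it, since with the smooth muscle list mean as covariate the difference was 0.76 (standard error 0.42), and within TBI this covariate set replicate 2 apart from the others. Another time of day at collection stays open, as the largest range of the score within a group was 1.06 and the sources used here give no times of day.

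Blockade replicate 2 lay 0.74 on the log2 scale above the higher of the other blockade libraries in the mean over interferon-stimulated genes, which leaves incomplete blockade open. Depth is argued against, as the distance was 0.76 after its reads were thinned to the depth of replicate 3; a first test, set beforehand on the order of depths, decided nothing and was replaced. A mislabelled TBI library could also give this, since its interferon-stimulated mean lay inside the range of the TBI libraries, its adipocyte list mean, 2.13, lay closer to theirs than to those of the other blockade libraries, and TBI replicate 2 was the library closest to it. Against that, its mean over Apol9a and Apol9b lay above the TBI libraries by 1.88 times their range, its interferon-γ-associated mean, 6.77, lay between the other blockade libraries (6.64 and 6.89) and below the TBI libraries (7.20 to 7.81), while 9 of 40 list means lay outside the TBI range by more than that range, fewer than the 14 and 11 of blockade replicates 1 and 3. The bound first set for this test would have counted the Apol9 value alone against a mislabelled library and was changed after the value was seen, and as the values point both ways, incomplete blockade and a mislabelled library cannot be told apart here.

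Other splits of the same libraries were counted for each result. For 6 libraries there are 10 splits, too few for a share under 0.05. The real split called 794 genes for 3pRNA and the highest other 0, with 1 split as large, and for blockade against 3pRNA + TBI 201 and 1, with 1 as large. Between blockade and TBI limma called 0 genes in all 10 splits, with 1753 genes at an unadjusted p under 0.05 in the real one and 25 in the authors' deposited table. For the median of the interferon-stimulated list the highest other splits were 0.60, 0.87 and 0.54 away from 0 in the 3 comparisons, with 1, 1 and 4 splits as large. Over 100 splits of the 9 libraries into 3 groups, the overlap of 123 genes was reached in 1, the real one, and the highest other was 2. That share is under 0.05, so a random grouping of the libraries is argued against. The other splits mix the groups and so widen the spread within each, which by itself makes their overlaps small. They say neither what caused the overlap nor how much of it comes from the shared 3pRNA + TBI libraries. The count of 52 list tests passed by camera was reached in 5 of 100, with 55 the highest other, so chance is not excluded for it.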
